# Transcriptomic complexity of the human malaria parasite *Plasmodium falciparum* revealed by long-read sequencing

**DOI:** 10.1371/journal.pone.0276956

**Published:** 2022-11-04

**Authors:** Philip J. Shaw, Pavita Kaewprommal, Chayaphat Wongsombat, Chumpol Ngampiw, Tana Taechalertpaisarn, Sumalee Kamchonwongpaisan, Sissades Tongsima, Jittima Piriyapongsa

## Abstract

The *Plasmodium falciparum* human malaria parasite genome is incompletely annotated and does not accurately represent the transcriptomic diversity of this species. To address this need, we performed long-read transcriptomic sequencing. 5′ capped mRNA was enriched from samples of total and nuclear-fractionated RNA from intra-erythrocytic stages and converted to cDNA library. The cDNA libraries were sequenced on PacBio and Nanopore long-read platforms. 12,495 novel isoforms were annotated from the data. Alternative 5′ and 3′ ends represent the majority of isoform events among the novel isoforms, with retained introns being the next most common event. The majority of alternative 5′ ends correspond to genomic regions with features similar to those of the reference transcript 5′ ends. However, a minority of alternative 5′ ends showed markedly different features, including locations within protein-coding regions. Alternative 3′ ends showed similar features to the reference transcript 3′ ends, notably adenine-rich termination signals. Distinguishing features of retained introns could not be observed, except for a tendency towards shorter length and greater GC content compared with spliced introns. Expression of antisense and retained intron isoforms was detected at different intra-erythrocytic stages, suggesting developmental regulation of these isoform events. To gain insights into the possible functions of the novel isoforms, their protein-coding potential was assessed. Variants of *P*. *falciparum* proteins and novel proteins encoded by alternative open reading frames suggest that *P*. *falciparum* has a greater proteomic repertoire than the current annotation. We provide a catalog of annotated transcripts and encoded alternative proteins to support further studies on gene and protein regulation of this pathogen.

## Introduction

Malaria remains a common parasitic disease in humans, with over 200 million cases in 2020 [1]. The majority of malaria cases are attributed to *Plasmodium falciparum* infection. *P*. *falciparum* belongs to the protist phylum Apicomplexa, which includes many other disease-causing parasites. Motile *P*. *falciparum* sporozoites infect humans via the bites of *Anopheles* spp. mosquitoes. The parasites initially invade human liver cells, where they multiply and then egress into the bloodstream as merozoites capable of invading mature erythrocytes. Parasites reproduce asexually inside erythrocytes during the approximately 48 h intraerythrocytic development cycle **(**IDC**)**, passing through the morphologically distinct ring, trophozoite, and schizont developmental stages. IDC stages are amenable to continuous in vitro culture [2], which has facilitated molecular studies of the parasite.

A major landmark in the understanding of *P*. *falciparum* biology was the sequencing of the genome [3]. The *P*. *falciparum* genome is gene-dense in common with other apicomplexan parasite species [4]. Approximately half of *P*. *falciparum* annotated genes have introns. Most annotated splicing junctions in *P*. *falciparum* genes have been validated by short-read RNA-Seq data. Isoform events, including retained introns, exon-skipping, and alternative 5′ and 3′ splicing junctions, have been described [5–8]; however, the true level of isoform events in *P*. *falciparum* is thought to be substantially higher [9].

The untranslated regions (UTRs) flanking open reading frames (ORFs) of *P*. *falciparum* protein-coding genes are extremely AT-rich, low-complexity sequences, which have hampered comprehensive annotation of transcripts. De novo assembly of transcripts from RNA-Seq data [10–12] revealed long UTRs consistent with earlier estimates from northern blotting [13]; however, gaps in RNA-Seq coverage led to the erroneous assignment of many UTRs as novel long non-coding RNA (lncRNA) [14]. To overcome the problem of discontinuity in RNA-Seq coverage, RNA-Seq data obtained using an amplification-free approach helped to map the furthest extents of UTRs with much greater accuracy [15]. The current *P*. *falciparum* 3D7 nuclear genome annotation (PlasmoDB [16] release 58) includes UTR features for the majority of the 5,318 protein-coding genes (not including pseudogenes) based on these data. 67(1%) of the genes have annotated alternative transcripts; however, RNA-Seq studies using specialized protocols to enrich fragments of 5′ capped transcript ends have indicated that isoforms with alternative 5′ ends showing differential abundance across the IDC are expressed from many more genes [17,18].

Long-read, single-molecule transcriptomic sequencing using Pacific Bioscience (PacBio), and Nanopore platforms can provide full-length isoform sequences. Data from the PacBio platform are more accurate than Nanopore owing to the lower error rate; however, Nanopore experiments can yield substantially more data. The full-length isoform sequences from long-reads reveal a greater diversity of isoform events and transcript structures than short-read RNA-Seq [19,20]. Long-read RNA-Seq data have been reported for *P*. *falciparum* using the PacBio [15,21] and Nanopore platforms [22]. Despite the availability of these data for *P*. *falciparum*, no attempt has been made to comprehensively annotate isoforms and associated isoform events, particularly alternative ends.

In this study, we generated long-read RNA-Seq data for *P*. *falciparum* IDC stages. Samples of total and nuclear-enriched parasite RNA were obtained and subjected to enrichment for 5′ capped mRNA. The mRNA samples were converted to cDNA and sequenced using the PacBio and Nanopore platforms. Candidate non-redundant isoforms were identified in each dataset, together with long-read RNA-Seq data from previous studies. A comprehensive isoform annotation was created from the available data and isoform events were characterized in detail.

## Results

### Long-read cDNA sequencing and construction of the transcriptomic catalog

Previous long-read RNA-Seq studies of the *P*. *falciparum* transcriptome were performed with total RNA [21] or polyA-enriched mRNA [15,22]. As no 5′ end enrichment was performed in these studies, sequences originating from degraded mRNA lacking a 5′ cap could obscure the identification of isoforms with alternative 5′ capped ends. To increase the representation of isoforms with alternative 5′ ends, we enriched 5′ capped mRNA from samples of *P*. *falciparum* IDC stages using a 5′ cap-binding protein as described in previous studies [12,23]. For this study, we used recombinant human eIF4E fused to a fragment of human eIF4G [24]. The fusion protein demonstrated 5′ cap-binding activity and was purified for enriching 5′ capped mRNA (S1 Fig). In addition to 5′ capped mRNA enrichment, we sought to increase the representation of nuclear isoforms by subcellular fractionation. Nuclear localization of *P*. *falciparum* mRNAs has been reported, including antisense lncRNA regulators of *var* genes [25]. The purity of isolated nuclei was assessed by confocal microscopy, which revealed intact nuclei separated from other cellular structures (S2 Fig).

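Cap-enriched RNA came from *Plasmodium falciparum* 3D7, the strain of the reference genome, grown in human erythrocytes. Capture by the 5′ cap enriches intact mRNA, so that the cDNA is meant to start at the transcription start site. 6 libraries were sequenced with PacBio, from total and nuclear RNA of parasites in ring, trophozoite and schizont stages, taken at 0, 12 and 24 h from synchronization. A further library, of total RNA from mixed stages, was sequenced with Nanopore. There was 1 library for each stage and fraction, so the spread between replicates is not known. The authors separated the PacBio sequences of each library into high-quality (hq) and low-quality (lq) datasets, which with the Nanopore dataset gives 13 datasets. They mapped each dataset to the *P*. *falciparum* 3D7 genome with minimap2 and clustered it with TAMA collapse at low stringency. The deposited values are the exon coordinates of the resulting candidate isoforms, without read counts, so the number of reads behind a single candidate is not known. By the paper's S1 Table, between 53665 and 194999 reads were mapped per PacBio library and 337780 in the Nanopore library.

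For the values given at each result, candidates of the 7 libraries were merged when they lay on 1 strand with the same number of introns, each splice site within 20 bp and both ends within 300 bp, with the hq and lq sequences of a library pooled. Genes were located by the coding spans of 5615 annotated genes, of which 5282 are protein coding. These spans hold no strand, intron or UTR. The strand of a gene was taken from the supplementary tables or, for 3487 genes, from the candidates that cover at least 25% of its span, when at least 2 such candidates existed and 66.7% or more lay on 1 strand. This rule gave the known strand in 1386 of 1419 genes (97.7%), which include those on which its settings had been chosen. Genome sequence was not used here, so base composition, codons, sequence motifs, splice-site bases and open reading frames were not analysed here.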

5′ cap-enriched mRNA samples were used to construct cDNA libraries for sequencing on Nanopore and PacBio platforms. The Nanopore platform has a higher base-calling error rate than that of the PacBio platform, which could lead to incorrect annotation, in particular, if inappropriate analysis methods are used. RNA sequin synthetic RNAs [26] were spiked into the *P*. *falciparum* RNA samples for the construction of cDNA libraries for Nanopore sequencing, and we used the RNA sequin data to identify the most suitable data analysis method. The first step of transcriptome annotation involves clustering long reads to generate candidate non-redundant isoform sequences. Technical noise, including truncated fragments and sequencing errors, can lead to spurious candidate isoforms from clustering [27]. The noise can be identified if ground-truth transcriptomic annotation is available. From the comparison of candidate isoforms with annotation, all tools assigned more isoforms to classes other than the ground truth class, with the majority of incorrectly assigned isoforms belonging to truncated fragment classes (Fig 1A). Although the StringTie2 [28] and FLAIR [29] tools were more sensitive than TAMA collapse with a greater number of ground truth transcripts reported, StringTie2 and FLAIR falsely assigned isoforms from misaligned reads (identified from isoforms mapping to non-exonic regions including antisense). We selected the TAMA collapse tool [27] with low stringency settings for assigning *P*. *falciparum* isoforms because it is less likely to assign false isoforms from misaligned reads with sequence errors than other tools, while it is able to detect most of the expressed isoforms.

**Fig 1:**
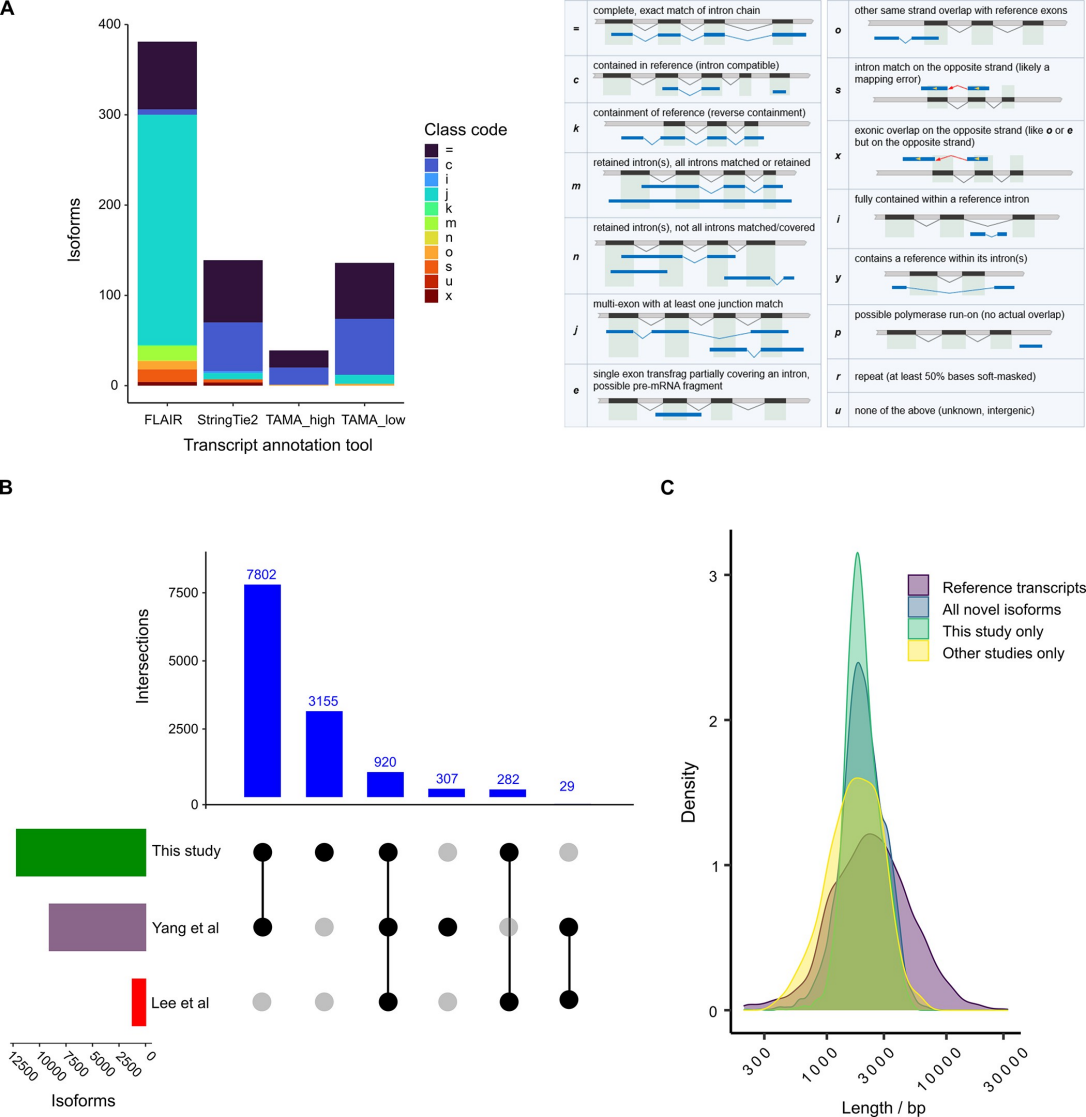
Isoform annotation and overview of the *Plasmodium falciparum* 3D7 novel isoform catalog. **(A)** Comparison of tools for transcript annotation. Candidate non-redundant transcript isoforms representing spike-in synthetic RNAs were identified from the same Nanopore cDNA dataset using three different tools: FLAIR [29], StringTie2 [28], and TAMA collapse [27]. The consistent and inconsistent isoforms outputted by FLAIR were combined. The TAMA collapse tool was run under “low” and “high” stringency settings [27], indicated as TAMA_low and TAMA_high, respectively. Isoforms assigned by each tool were compared with the chrIS annotation [26] using the GffCompare tool [30]. The isoforms matching the annotation (ground truth) are present in the “=“ class; other classes not matching the annotation are indicated by the class codes c, k, m, n, j, e, o, s, x, i, and u in decreasing order of priority, i.e., divergence from the ground truth. Class code descriptions are shown on the right (reproduced with permission from [30]). Note that classes c and j include truncated isoforms, s and x include isoforms on the opposite (antisense) strand of the annotated transcript, and class u isoforms map outside of exonic regions. **(B)** Study datasets supporting the catalog of 12,495 *Plasmodium falciparum* 3D7 novel isoforms (not currently annotated as transcripts in PlasmoDB [16]). Intersections are shown by UpSetR plot [31], which is a matrix-based representation of set sizes and their intersections. Matrix rows represent the sets (independent studies) and columns represent intersections of novel isoforms supported by studies. The numbers of isoforms for each study are shown by the horizontal bar plots on the left. All combinations of set intersections are shown by the matrix cell on the right, in which sets that are part of a given intersection are represented by black-filled circles. Sets that are not part of the intersection are shown as gray circles. The sets considered in each intersection (black circles) are connected by vertical black lines to emphasize the column-based relationships. Vertical bars above the matrix columns represent the number of novel isoforms in each intersection. **(C)** Distributions of transcript lengths as shown by kernel density plot. The distributions of all 12,495 novel isoforms (mean length = 2,163 bp), 3,355 novel isoforms supported by datasets in this study only (mean length = 2,103 bp), 336 novel isoforms supported only by data from other studies [21,22], mean length = 1,942 bp) and 5,568 reference transcripts (mean length = 3,138 bp) are plotted on the same axes. The vertical axis is the probability density function of the variable (isoform length).

Candidate non-redundant *P*. *falciparum* isoforms were assigned from available data. Summary statistics of read processing, alignment, and candidate non-redundant isoforms for each dataset together with details of sampled developmental stage, RNA fraction, and sequencing platform are provided in S1 Table. The new data generated in this study comprise a greater number of mapped reads and candidate isoforms than those from previous long-read transcriptomic studies combined. 

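The number of candidate isoforms in each of the 13 datasets equals the number in S1 Table, and together they hold 244061. The hq datasets hold between 1448 candidates (ring nuclear RNA) and 13135 candidates (schizont total RNA). The lq datasets of the same libraries hold 9087 and 40520, which are also the lowest and highest among lq datasets. The Nanopore dataset holds 38028. By the paper's numbers of mapped reads, there were between 1.31 and 5.64 reads per candidate in the PacBio datasets and 8.88 in the Nanopore dataset. Summed over S1 Table, the paper's mapped reads are 1024985 for these datasets and 364995 for the 6 datasets of previous studies, with 89165 candidate isoforms in the latter. The datasets of previous studies were not analysed here.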

Candidate isoforms from all datasets were merged (S3 Fig). 

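Merging the candidates of the 7 libraries gave 93745 isoforms. Of these, 53543 (57.1%) were found in 1 library, 17107 in 2 libraries, 10649 in 3, 6106 in 4, 3720 in 5, 1998 in 6 and 622 in all 7. Annotated transcripts and candidates from previous studies were not part of this merge.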

Novel isoforms (isoforms not currently annotated as transcripts in PlasmoDB [16]) were filtered to remove those with non-canonical splicing junctions, lacking supporting evidence of 5′ capped end and identified from only a single sample (S4 Fig). The final transcriptomic catalog included 5,568 reference transcripts and 12,495 novel isoforms (S1 Dataset and S2 Table). 

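With a length over 200 bp and support from 2 or more libraries required, 40175 merged isoforms (42.9%) were kept. Single-exon isoforms made up 26451 of them (65.8%). A coding span on the same strand was overlapped by 36330 (90.4%), and 882 (2.195%) touched a gene to which no strand could be assigned. The count depended on the support required, and was 93511 when a single library sufficed. With the lq sequences left out, so that PacBio hq sequences and the Nanopore library remained, it fell to 12222. Isoforms that match annotated transcripts are included, and evidence of capped 5′ ends and of canonical splice sites was not used here, so the set is wider than the catalog of the paper.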

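Since only 1 of the 7 libraries was sequenced with Nanopore, any isoform in 2 libraries lies in at least 1 PacBio library, and the share of 100% among the merged isoforms follows from that requirement. The Nanopore library held 14285 of them (35.6%), including 4624 that were found in a single PacBio library besides. Among all candidates there were 25347 distinct exon junctions, of which 9776 (38.6%) were found in 2 or more libraries.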

12,440/12,495 (99.6%) novel isoforms are supported by PacBio data (S2B Table) indicating that the exon junctions for most isoforms are defined using data from the more accurate long-read sequencing platform. 9,004 of the 12,495 novel isoforms are supported by data from other studies in combination with data from this study. However, 3,155 novel isoforms are supported by data in this study only, and 336 novel isoforms are supported by data from other studies only (Fig 1B). For further assessment, the length distributions of novel isoforms were compared with reference transcripts (Fig 1C). 

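The mean length of the merged isoforms was 2051 ± 797 bp (SD over isoforms), with a median of 1862 bp. The mean was 2060.0 bp for single-exon and 2035 bp for multi-exon isoforms. In comparison, the mean coding span of the 5282 protein-coding genes, introns included, was 2571 bp. The 620 reference transcripts in the part of S1 Dataset at hand, which covers chromosomes 1 to 3, had a mean of 2949 bp. Candidates were shorter in nuclear than in total RNA at each of the 3 stages. The means in total and nuclear RNA were 2333 and 1545 bp in rings, 2264 and 1809.8 bp in trophozoites, and 2167 and 1958 bp in schizonts. Nanopore candidates had a mean of 1392 bp, and without them the mean of the merged isoforms was 2140.2 bp. It was 1950.1 bp when isoforms of a single library were included.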

The mean lengths of all novel isoforms (2.2 kb), novel isoforms unique to this study (2.1 kb), and novel isoforms only from other studies (1.9 kb) are markedly less than that of reference transcripts (3.1 kb). The difference in mean length is expected because the majority of reference transcripts define the longest transcript for each gene.

### Isoform events among novel isoforms

Isoform events were annotated among the catalog of transcripts (S3 Table). Among reference transcripts, the most common events are alternative transcription start site (ATSS) and alternative transcription termination site (ATTS), which represent 82/216 (38%) and 80/216 (37%) of the total, respectively (Fig 2A). 

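Isoform events were counted for each gene among the merged isoforms that overlap its coding span on the same strand, which gave 37518 events in 4572 genes. Within a gene, 5′ ends more than 50 bp apart were counted as separate start sites, each beyond the first being an ATSS event, and 3′ ends were counted in the same way as ATTS events. There were 23360 ATSS events, or 62.3% of the total (95% Wilson confidence interval 61.8 to 62.8), and 10486 ATTS events, or 27.9% (27.5 to 28.4). The intervals cover counting error only, since isoforms of a gene are not independent. When ends had to lie over 300 bp apart, the shares were 51.2% ATSS and 31.5% ATTS, with ATSS and ATTS still ranked ahead of the other events, and when ends were merged within 100 bp they were 68.0% and 24.0%.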

Among the events identified in the novel isoforms, ATSS and ATTS are the most common, comprising 10,716/25,056 (43%) and 9,963/25,056 (40%) of the total, respectively (Fig 2B). In contrast to reference transcripts, retained intron (RI) is the next most common event among the novel isoforms (3,599/25,056; 14%). 

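Among the merged isoforms, an intron was counted as retained when an exon held it with at least 10 bp on either side. The 2596 RI events made up 6.92% of the total (95% Wilson confidence interval 6.67 to 7.18), the largest share after the alternative ends. With ends over 300 bp apart the share was 12.2%, and with the lq sequences left out it was 9.39%. It fell to 5.61% with ends merged within 100 bp, and to 4.96% with introns that most candidates splice, a restriction chosen after the values were seen. The 3 introns retained in the most candidates across all 7 libraries lie in the coding span of PF3D7_0831800, on the minus strand of chromosome 8 (3D7 genome). They extend from 1374361 to 1374405, from 1374887 to 1374940 and from 1374451 to 1374522, and were retained by 313, 292 and 264 candidates. Only 5, 2 and 4 candidates spliced them, so they are among the 238 retained introns (8.77%) that fewer than 10% of the candidates over them splice. They are 45, 54 and 72 bp long. As splice-site bases were not analysed here, whether junctions spliced so rarely are introns at all was not determined.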

The other types of isoform events are markedly less frequent for both reference and novel transcripts (Fig 2).

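Alternative 5′ splice sites numbered 273 (0.728%) and alternative 3′ splice sites 246 (0.656%) among the merged isoforms. Junctions that join splice sites of different introns, counted as skipped exons, numbered 83 (0.221%). A further 474 junctions (1.26%) shared neither splice site with the introns defined from the candidates. Alternative first and last exons were not separated from alternative ends here.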

**Fig 2:**
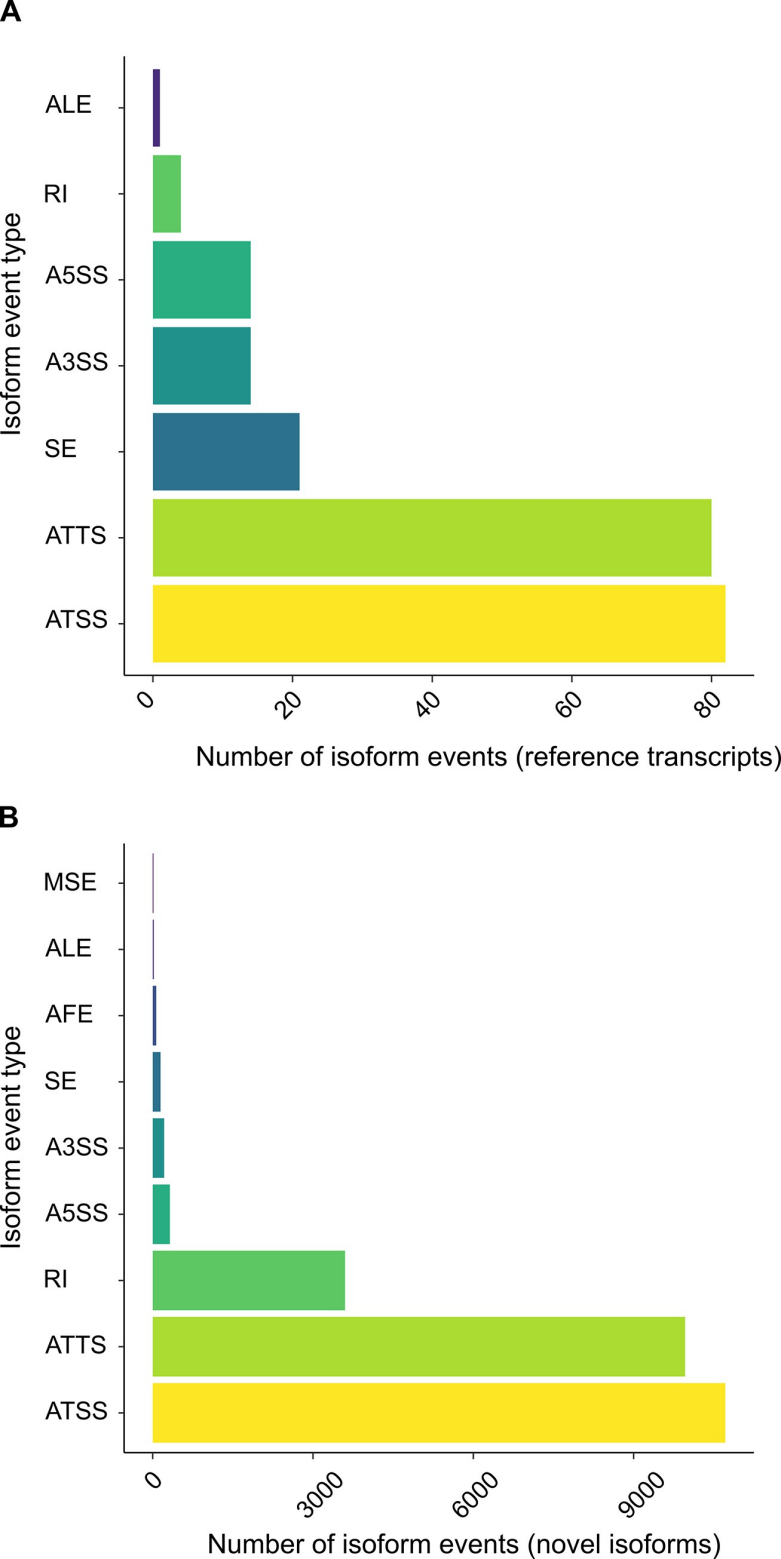
Isoform events in reference transcripts and novel isoforms. Isoform events in *Plasmodium falciparum* 3D7 for **(A)** reference transcripts (5,568) and **(B)** novel isoforms (12,495). The different types of isoform events reported include alternative transcription start site (ATSS), alternative transcription termination site (ATTS), skipped exon (SE), alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), retained intron (RI), alternative first exon (AFE), alternative last exon (ALE), and multiple skipped exons (MSE).

The most common isoform event among novel isoforms, ATSS, was investigated in detail. It should be noted that the 5′ ends of 1,535 novel isoforms are within 50 bp of a reference TSS, such that we considered these positions as matching reference TSS. Reference TSS positions correspond to genomic regions of locally elevated H2A.Z epigenetic marks (data from [32]), in which the majority of sites have log-normalized occupancy greater than zero; in contrast, a bimodal distribution is apparent among the 10,323 5′ end positions represented in the novel isoforms (Fig 3A). Two clusters of alternative 5′ end positions were assigned by unsupervised clustering using log-normalized H2A.Z occupancy data. The genomic sequence in the vicinity of reference TSS is characterized by an elevated frequency of thymine upstream and adenine downstream (Fig 3B). Cluster C1 containing the majority of alternative 5′ end positions (7,937) displays a similar genomic sequence pattern (Fig 3C). In contrast, cluster C2 (2,283 5′ end positions) is characterized by an elevated frequency of adenine up and downstream (Fig 3D). 

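The merged isoforms have 39438 unique 5′ end positions, and 19048 of them lie inside the coding span of a protein-coding gene on the same strand, introns included. This is 48.3% (95% Wilson confidence interval 47.8 to 48.8). The histone H2A.Z data were not used here, so the positions were not clustered. The share inside coding spans was 50.5% among isoforms found in 2 libraries, 51.4% in 3, 46.5% in 4, 40.3% in 5 and 32.8% in 6. Among isoforms found in all 7 libraries it was 17.1% (105 of 613 positions; 14.4 to 20.3). Candidates of ring total RNA had 44.4% of their 5′ ends inside coding spans and those of ring nuclear RNA 46.6%. The shares were 44.2% and 56.8% in trophozoite total and nuclear RNA, and 46.3% and 35.5% in schizont total and nuclear RNA. Each of the 3 differences between fractions exceeds the counting error, but not in the same direction. With the lq sequences left out, the setting that moved the value most, 40.0% of the ends of merged isoforms lay inside coding spans.

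**Figure D1:**
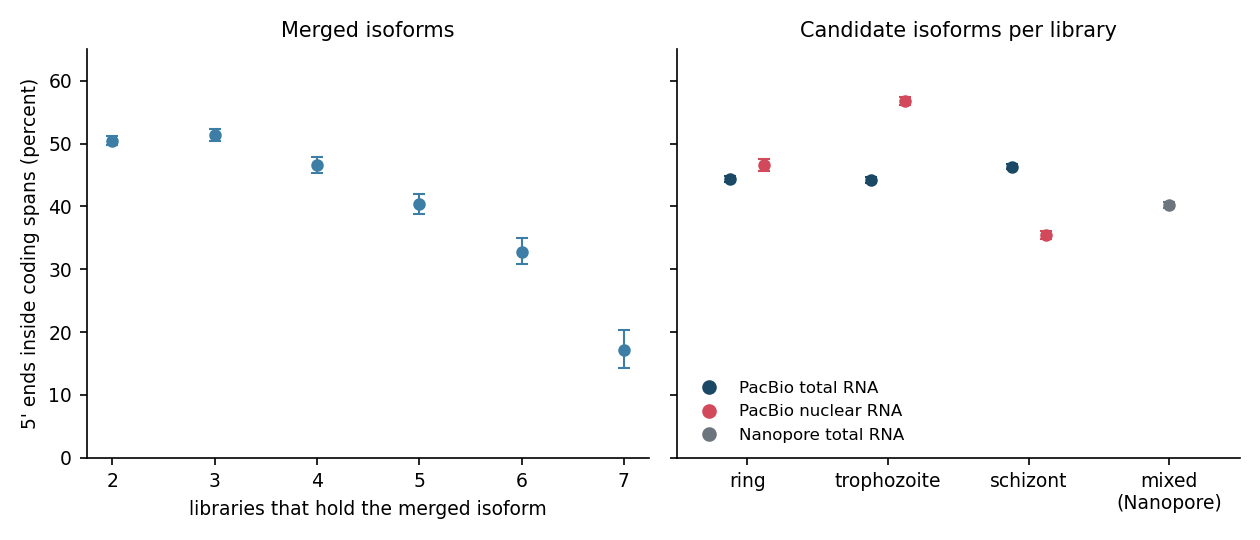
Percent of unique 5′ end positions inside protein-coding spans (vertical axes), on the left by the number of libraries in which an isoform was found and on the right by library, with 95% Wilson confidence intervals as bars. The share falls to 17.1% among isoforms of all 7 libraries, and trophozoite nuclear RNA has the highest share of the libraries, 56.8%.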

The C1 and C2 clusters of alternative 5′ end positions also differ in genomic locations with respect to protein-coding sequence (CDS) regions, in which C1 positions are located mostly outside, whereas C2 positions are mostly within CDS (Fig 3E). As most C2 5′ ends are present within CDS, we wondered if C2 could represent 5′ ends generated post-transcriptionally, perhaps by co-translational cleavage and re-capping as described in other eukaryotes [33]. We examined the frequency of all 64 codons in the vicinity of the C2 5′ ends present within CDS (S5 Fig). Comparison of the distributions by Kolmogorov-Smirnov test showed that 11 codons are significantly different among C2 5′ ends compared with randomly selected nucleotides from the same transcripts (S6 Fig). The codons more frequently associated with C2 5′ ends than random comprise lysine (AAA and AAG), glutamate (GAA and GAG), the arginine codon AGA, and the aspartate codon GAC. The codons less frequently associated with C2 5′ ends than random comprise TAT (tyrosine), TTT (phenylalanine), ATA and ATT (isoleucine), and TAA (stop).

**Fig 3:**
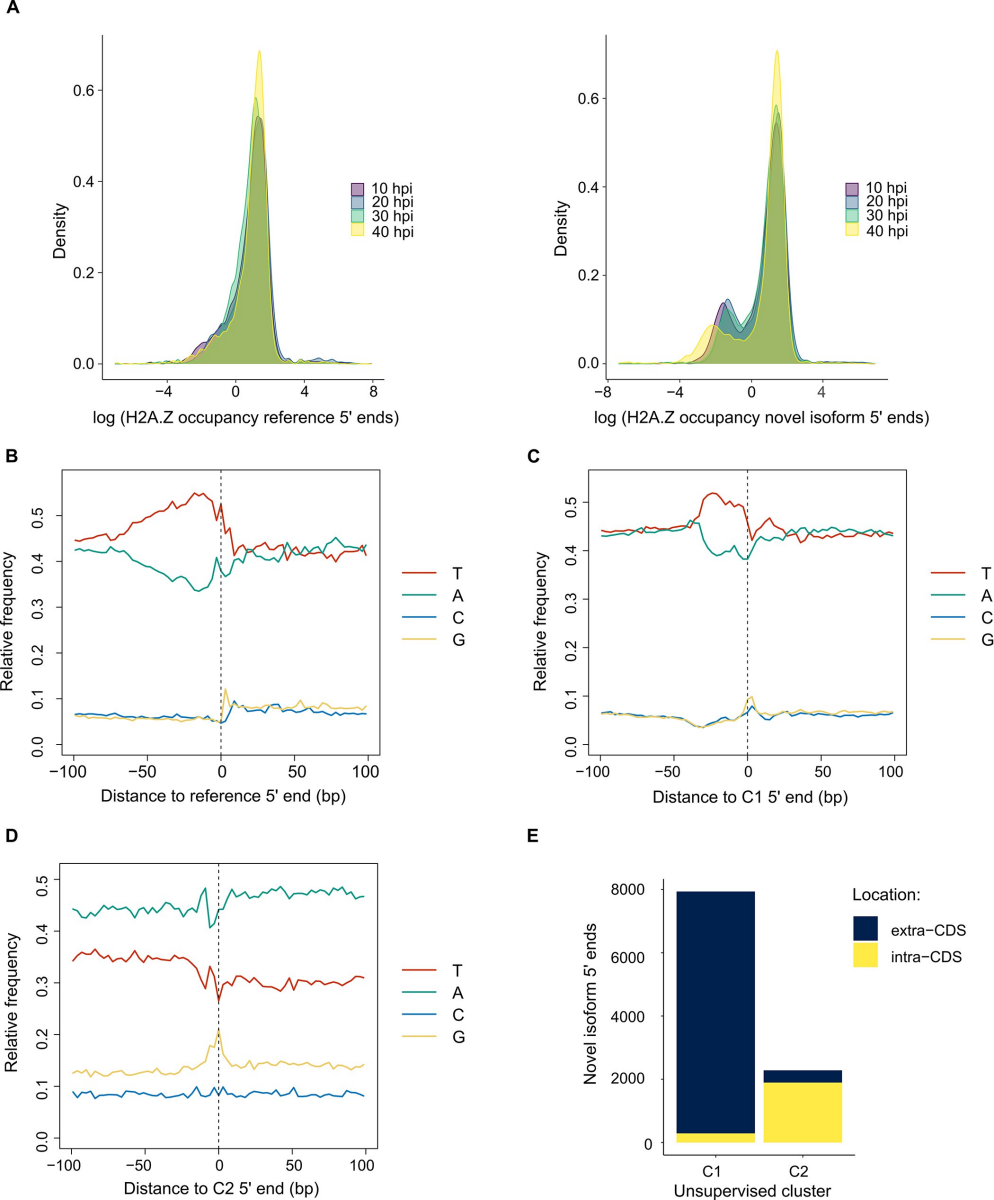
Analysis of transcript 5′ ends. Genomic analysis of unique 5′ ends for *Plasmodium falciparum* 3D7 reference transcripts (5,561 positions) and novel isoforms (10,323 positions). **(A)** Distribution of natural log normalized H2A.Z histone occupancy [32] of reference transcripts (left) and novel isoforms (right) as shown by kernel density plot, in which the vertical axis is the probability density function of the variable (natural log normalized H2A.Z histone occupancy). Data were obtained from parasite samples 10, 20, 30 and 40 hours post-invasion (hpi). **(B)** Average base composition of genome sequence flanking 100 bp either side of reference transcript 5′ ends. **(C)** Average base composition of genome sequence flanking 100 bp on either side of novel isoform 5′ ends for the cluster C1 assigned from H2A.Z histone occupancy data (7,937 positions). **(D)** Average base composition of genome sequence flanking 100 bp on either side of novel isoform 5′ ends for the cluster C2 assigned from H2A.Z histone occupancy data (2,283 positions). **(E)** Location of C1 and C2 novel isoform 5′ ends with respect to annotated protein-coding sequence (CDS) regions.

The next most common isoform event among novel isoforms, ATTS, was investigated in detail. 

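The merged isoforms have 32804 unique 3′ end positions, of which 11771 (35.9%; 95% Wilson confidence interval 35.4 to 36.4) lie inside the coding span of a protein-coding gene on the same strand. In ring nuclear RNA the share was 52.4% of the candidates' 3′ ends, against 34.9% in ring total RNA. It was 34.8% in trophozoite nuclear and 34.5% in trophozoite total RNA, with overlapping intervals, and 30.6% and 35.0% in schizont nuclear and total RNA. In the Nanopore library it was 22.0%. Whether adenine-rich sequence lies next to these ends was not analysed here.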

*P*. *falciparum* TTS positions have been previously mapped from short-read [8,15], and long-read RNA-Seq data [21]. However, to our knowledge, no sequence analysis of TTS, including investigation of polyadenylation signals, has been described for this organism. A high local frequency of adenine is apparent at reference TTS, which extends a short distance and is flanked by a longer distal region with an elevated frequency of thymine compared with random positions (Fig 4A). Inspection of the most-over-represented 6-mer at each position upstream of reference TTS revealed 37 different 6-mers (Fig 4B; full results and statistics in S4 Table), meaning that it is not possible to define a single major polyadenylation signal motif for this species. The 10,753 ATTS represented among the novel isoforms show an even more pronounced adenine-rich signal (Fig 4C). One important caveat for the analysis of ATTS is that these events lack corroborative evidence from feature-enriched short-read RNA-Seq, unlike ATSS. Spurious ATTS events can arise from 3′ truncated sequences generated by template switching and internal priming during cDNA synthesis [34]. In mammalian transcriptomic studies, these artifacts can be eliminated by removing isoforms with 3′ ends mapping to locally adenine-rich genomic regions and considering ATTS as genuine only if canonical polyadenylation signals are present upstream [34,35]. However, the presence of adenine-rich motifs in the vicinity of bona fide reference TTS and the lack of a definitive canonical upstream polyadenylation signal disqualifies this filtering approach for *P*. *falciparum*. We investigated ATTS with supporting evidence from direct RNA sequencing, which can be used for validation [34]. ATTS supported by direct RNA sequencing (943 positions) show a similar base frequency pattern to all ATTS (Fig 4C).

**Fig 4:**
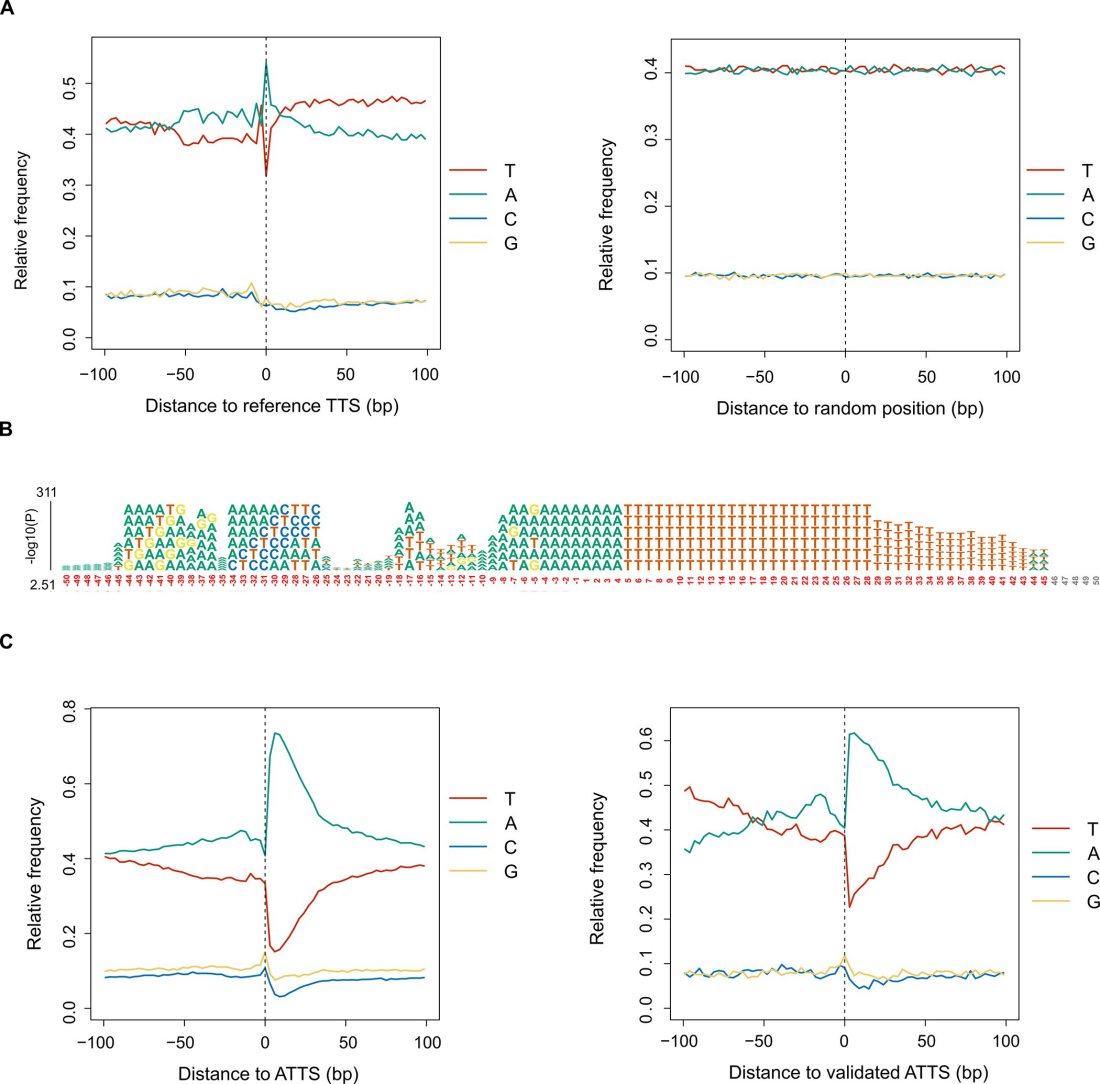
Analysis of transcript 3′ ends. Genomic sequence analysis was performed for selected positions from the *Plasmodium falciparum* 3D7 v3.2 reference genome [14]. **(A)** Average base composition of genome sequence flanking 100 bp on either side of reference transcript termination sites (TTS; 5,560 positions) and 5,560 randomly selected positions (right). **(B)** Over-represented 6-mer motifs identified by kpLogo analysis [36] comparing sequences flanking reference TTS with control random positions. Complete tabulated results from kpLogo analysis are shown in S4 Table. **(C)** Average base composition of genome sequence flanking 100 bp on either side of all alternative transcript termination sites (ATTS) for novel isoforms (10,753 positions) and ATTS validated by direct RNA sequencing data (943 positions).

The next most common type of isoform event, RI, was investigated in detail. 

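Introns were defined from the candidates as junctions of at least 34 bp found in 2 or more libraries, without those also found in more candidates on the opposite strand, and of overlapping junctions the one in the most candidates was taken. This definition was chosen after several had been compared with the reference transcripts of chromosomes 1 to 3 in S1 Dataset, where 739 of 886 introns (83.4%) matched and 1015 were annotated. Of 8424 introns, 2715 were retained in a merged isoform and 5709 were not. The mean length was 190.2 ± 145 bp (SD) for retained and 186 ± 180.0 bp for other introns, and the medians were 153 and 148 bp. The length distributions differed by the two-sided exact Kolmogorov-Smirnov test (P = 9.13e-08), with a largest gap in cumulative share of 0.0676, at 225 bp. With Holm-Bonferroni adjustment as if percent GC had also been tested, which it was not, the P of this test was 1.83e-07. The mean was 4.27 bp higher for retained introns, a difference that a permutation test of the means did not separate from 0 (two-sided P = 0.282). Introns under 100 bp made up 14.9% of retained and 10.8% of other introns, a limit chosen after the values were seen, and those under 150 bp 48.5% and 51.6%. The sign depended on the isoforms counted. When isoforms of a single library were included, the difference in means, retained minus other, was -25.2 bp. It was -3.65 bp among introns that most candidates splice, a restriction chosen after the values were seen. In 8 of 10 alternatives and with each PacBio library left out, retained introns were longer, by up to 19.05 bp (lq sequences left out). Percent GC was not analysed here.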

Comparison of the percent GC and length distributions by Kolmogorov-Smirnov test showed significant differences between RI and spliced introns, in which RI are skewed towards higher percent GC (Fig 5A) and shorter length (Fig 5B) compared with spliced introns; however, it should be noted that the mean differences are small. Base composition plots of 5′ and 3′ splicing junctions did not reveal marked differences between RI and spliced introns, which show essentially the same pattern of adenine-rich sequence flanking either side of the 5′ junction (Fig 5C) and thymine-rich sequence upstream of the 3′ junction (Fig 5D).

**Fig 5:**
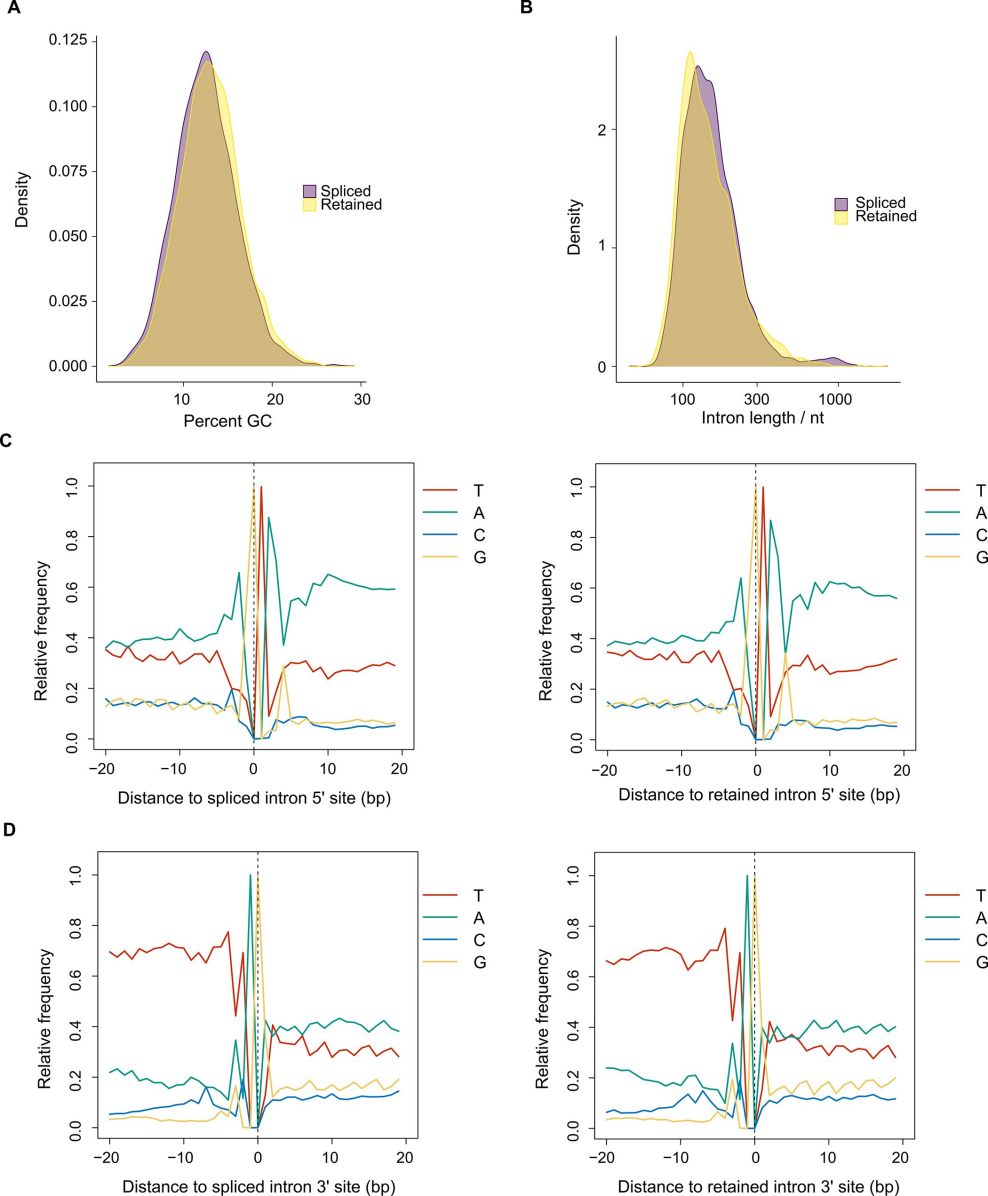
Analysis of retained introns identified in novel isoforms. Genomic sequences of retained introns in *Plasmodium falciparum* 3D7 novel isoforms (2,710) were compared with spliced introns (6,258). **(A)** Distribution of intron sequence percent GC content as shown by kernel density plot, in which the vertical axis is the probability density function of the variable (percent GC). Two-sample Kolmogorov-Smirnov two-sided adjusted *P* = 3.6e-2 (mean percent GC: retained = 13.08; spliced = 12.51). **(B)** Distribution of intron sequence length as shown by kernel density plot, in which the vertical axis is the probability density function of the variable (intron length). Two-sample Kolmogorov-Smirnov two-sided adjusted *P* = 1.6e-10 (mean length: retained = 170.98 nt; spliced = 171.21 nt). **(C)** Average base composition of genome sequence flanking 20 bp either side of 5′ splice sites for spliced introns (left) and retained introns (right). **(D)** Average base composition of genome sequence flanking 20 bp either side of 3′ splice sites for spliced introns (left) and retained introns (right).

### Expression patterns of retained introns and antisense isoforms

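Nuclei came from independent synchronized cultures from those for total RNA, so a difference between nuclear and total RNA cannot be told apart from a difference between cultures. Candidate isoforms numbered 45636 in total and 10535 in nuclear RNA of rings, from 125556 mapped reads and, for nuclear RNA, 53665 by the paper's S1 Table. They numbered 47026 and 26838 in trophozoites, from 131694 and 97578 reads, and 53655 and 22343 in schizonts, from 194999 and 83713 reads. With 3 nuclear and 3 total RNA libraries, the smallest P that a two-sided exact permutation test can give is 0.1. Fisher's exact tests across isoforms have no such limit, but they compare these particular libraries and not repeated samples of a stage or fraction.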

We obtained total and nuclear RNA samples of parasites at different stages of development for constructing PacBio libraries. 

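Each of the 40175 merged isoforms lies in at least 1 of the 6 PacBio libraries and so has a stage and a fraction. In nuclear and not in total PacBio libraries, 3319 were found (8.26%), whether or not the Nanopore library of total RNA also held them. Isoforms of a single stage numbered 1358 in rings (3.38%), 2619 in trophozoites (6.52%) and 2409 in schizonts (6.00%), while 33789 were found at 2 or 3 stages. As an isoform must lie in 2 libraries, one exclusive to a stage lies in both PacBio libraries of that stage, or in 1 of them and in the Nanopore library.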

From these PacBio library datasets, we obtained information on stage and nuclear representation for 11,325 of the novel isoforms in our catalog. 

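Categories were assigned to the merged isoforms by rules written after those of SQANTI3, with introns defined from the candidates in place of an annotation. A retained intron was found in 5336 isoforms (13.3%), and 2554 (6.36%) were single-exon isoforms with a retained intron. For 5136 isoforms (12.8%), each splice site belonged to the defined introns, but an intron was retained or splice sites were joined in another pairing (“novel_in_catalog”). Isoforms that overlap coding spans on the opposite strand only (“antisense”) numbered 1483 (3.69%). An isoform could belong to several categories. Each category was tested with a one-tailed Fisher's exact test, Holm-Bonferroni adjusted over 4 categories. Exclusively nuclear isoforms were compared with isoforms found in total RNA, and isoforms of 1 stage with isoforms of 2 or 3 stages.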

We investigated whether different structural categories of the novel isoforms were over-represented exclusively in the nucleus or at different developmental stages by Fisher’s exact test (Fig 6). 

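Among isoforms exclusive to nuclear libraries, 485 of 3319 (14.6%) retained an intron, against 4851 of 36856 (13.2%) of those in total RNA. The odds ratio was 1.13 (one-sided 95% lower limit 1.04, Fisher's exact test, adjusted P = 0.0314). For single-exon isoforms with a retained intron, 279 (8.41%) against 2275 (6.17%), the odds ratio was 1.40 (lower limit 1.25, exact test, adjusted P = 2.83e-06). For “novel_in_catalog” it was 1.10 (lower limit 1.01, exact test, adjusted P = 0.0825). The stages differed, since the odds ratio of a retained intron, nuclear against total RNA of the same stage, was 0.614 in rings, 0.754 in trophozoites and 1.81 in schizonts. Without the schizont nuclear library it was 0.787 across stages, and without the schizont total library 1.05. For single-exon isoforms with a retained intron, it was 0.848 within rings and 0.884 within trophozoites, but 1.84 and past the test within schizonts. Without the Nanopore library the odds ratios across stages all fell below 1, to 0.821 for a retained intron, 0.817 for single-exon isoforms with one and 0.711 for “novel_in_catalog”. Without the schizont nuclear library, the odds ratios of the other categories were 1.10 for single-exon isoforms with a retained intron and 0.820 for “novel_in_catalog”. With the ring total, ring nuclear, trophozoite total or trophozoite nuclear library left out, “novel_in_catalog” passed the test, with odds ratios of 1.12, 1.32, 1.14 and 1.36. When every library was thinned to the 10535 candidates of the smallest, the mean odds ratio of a retained intron over 100 draws was 0.954, and 0 draws passed the test. It was 1.17 for single-exon isoforms with a retained intron, with 33 draws past the test, and 0.949 for “novel_in_catalog”, with 0.

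Within each library, the share of candidates spanning an intron that retain one or more was compared between fractions. It was 34.9% in ring total and 30.7% in ring nuclear RNA, 34.9% and 31.1% in trophozoite total and nuclear RNA, and 33.8% and 40.4% in schizont total and nuclear RNA. In the Nanopore library, which enters no mean here, it was 44.4%. The mean was 34.0 ± 5.485% in nuclear and 34.5 ± 0.657% in total RNA (SD, n = 3 libraries; two-sided exact permutation test, P = 1.0). Counting only introns that most candidates splice, a restriction chosen after the values were seen, lowered the shares to 18.7% and 9.21% in total and nuclear RNA of rings, 18.8% and 14.2% in trophozoites, and 18.3% and 24.7% in schizonts. Over pairs of a candidate and an intron, a measure chosen after these values were seen, the share was 19.6 ± 1.699% in nuclear and 17.1 ± 0.511% in total RNA (SD, n = 3; exact permutation test, P = 0.1). It was higher in nuclear RNA at 3 of 3 stages, by 4.20 percentage points in rings, 0.783 in trophozoites and 2.77 in schizonts. Over introns, each counted once per library, nuclear minus total was -11.7 percentage points (exact permutation test, P = 0.3), with -22.2 in rings, -13.1 in trophozoites and 0.400 in schizonts. A library with fewer candidates has fewer chances to retain a given intron, so this measure gives no direction between fractions of unequal size.

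**Figure D2:**
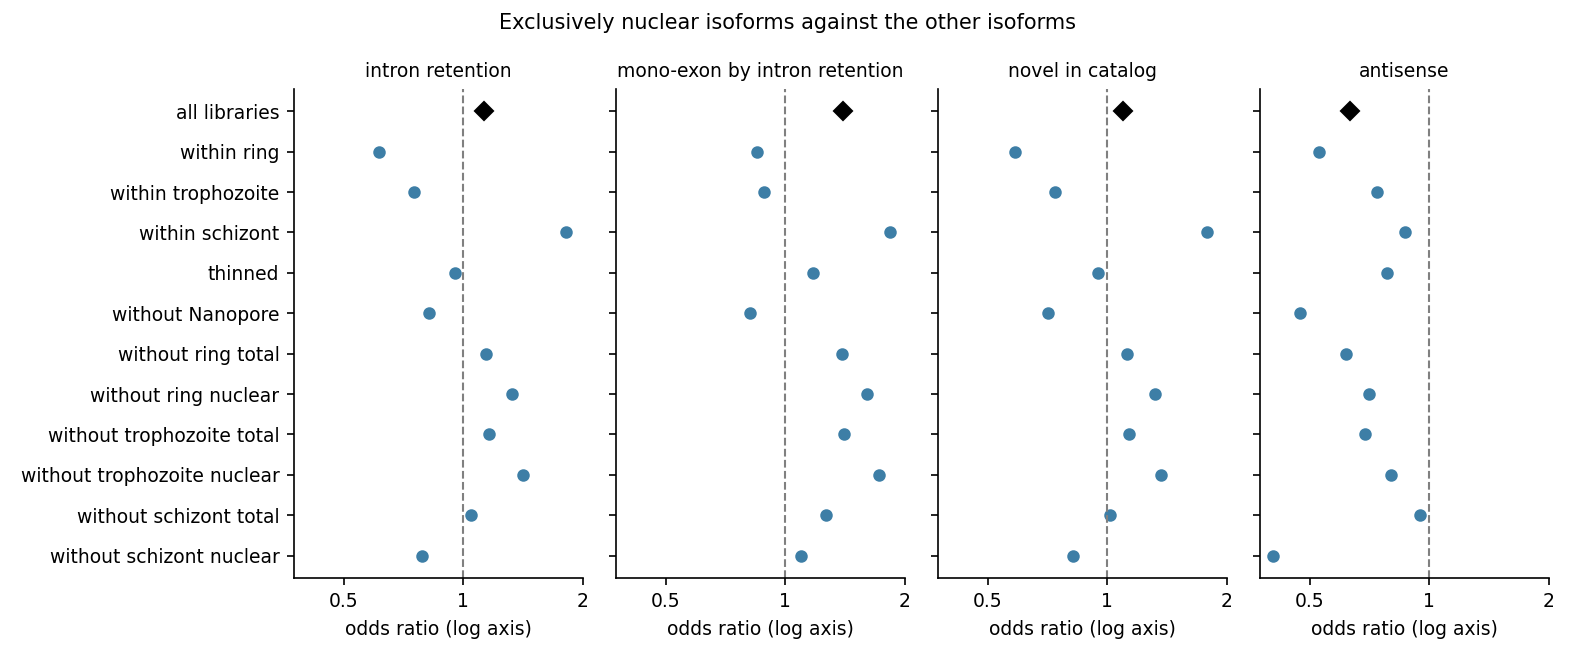
Odds ratio (horizontal log axis) of each structural category among exclusively nuclear isoforms, for all libraries (diamond), within each stage, with libraries thinned, without the Nanopore library and with each PacBio library left out. For a retained intron, the values lie from 0.614 within rings to 1.81 within schizonts, and fall below 1 without the schizont nuclear library.

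**Figure D3:**
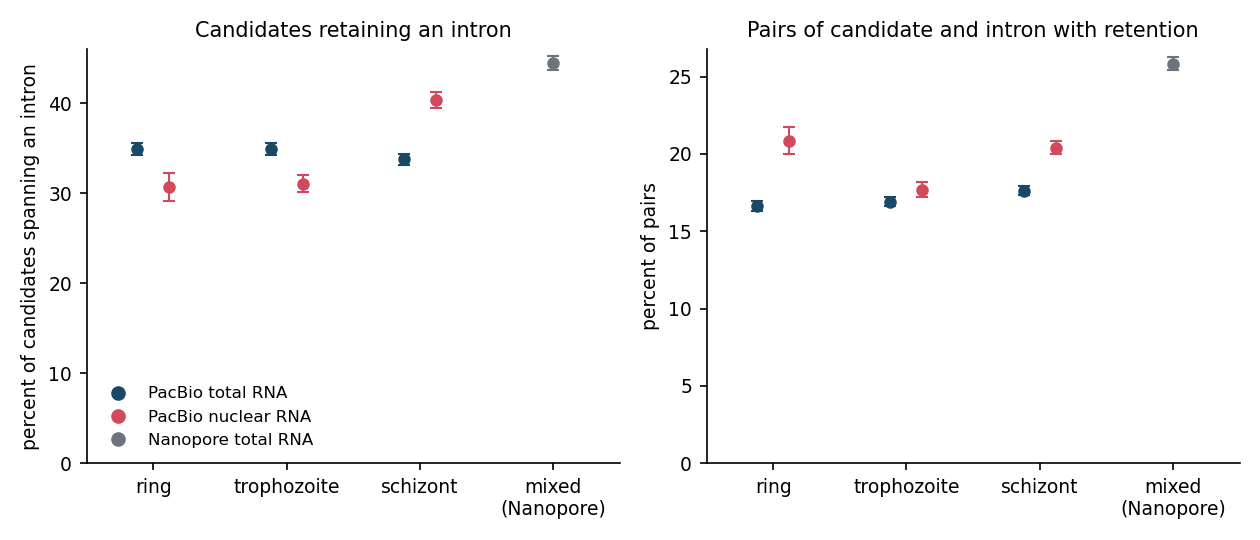
Percent retained in each library, by candidate and by pair of candidate and intron, with 95% Wilson confidence intervals as bars. By candidate the schizont nuclear library, at 40.4%, is the only nuclear PacBio library above the total RNA of its stage.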

The structural category “novel_in_catalog”, and the subcategories “intron_retention” and “mono-exon_by_intron_retention” showed significantly greater odds ratios among isoforms exclusively represented by nuclear datasets. 

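In trophozoites, 382 of 2619 exclusive isoforms (14.6%) retained an intron, against 4222 of 33789 isoforms of 2 or 3 stages (12.5%). The odds ratio was 1.196 (one-sided 95% lower limit 1.09, Fisher's exact test, adjusted P = 0.00253). It was 1.40 for single-exon isoforms with a retained intron (exact test, adjusted P = 5.24e-05) and 1.25 for “novel_in_catalog” (adjusted P = 3.21e-04). In schizonts, 534 of 2409 (22.2%) retained an intron, an odds ratio of 1.99 (lower limit 1.83, exact test, adjusted P = 3.84e-36). The odds ratio was 1.98 for single-exon isoforms with a retained intron (exact test, adjusted P = 8.59e-20) and 1.97 for “novel_in_catalog” (adjusted P = 4.94e-34). In rings, 198 of 1358 (14.6%) retained an intron, with an odds ratio of 1.195 (lower limit 1.05, exact test, adjusted P = 0.0282). The ring odds ratios of the other categories were 1.54 (exact test, adjusted P = 8.38e-05) for single-exon isoforms with a retained intron and 1.25 (adjusted P = 0.00825) for “novel_in_catalog”.

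Some of these rest on a single library. Without ring total RNA, the ring odds ratio of a retained intron was 0.786, that of single-exon isoforms with one 1.14 and that of “novel_in_catalog” 0.764, and none passed the test. Without trophozoite nuclear RNA, the ring values were 1.02 for a retained intron and 1.06 for “novel_in_catalog”, and without schizont total RNA they were 1.07 and 1.11, again not past the test. The trophozoite odds ratio of a retained intron was 1.11 without ring nuclear RNA and 1.11 without trophozoite total RNA, and that of “novel_in_catalog” was 1.18 without trophozoite total RNA, and neither category then passed. Without the Nanopore library, in the order of a retained intron, single-exon isoforms with one and “novel_in_catalog”, the trophozoite odds ratios were 0.699, 0.845 and 0.723 and the ring odds ratios 0.857, 1.19 and 0.847, and none passed. With the lq sequences left out and the Nanopore library kept, the trophozoite odds ratios were 0.798, 0.694 and 0.795. The schizont odds ratio of a retained intron stayed past the test with each PacBio library left out, between 1.59 and 2.63, and was 1.98 without the Nanopore library. With either schizont library left out, each exclusively schizont isoform must also lie in the Nanopore library, which had the highest share of candidates that retain an intron. Among total RNA libraries alone the schizont odds ratio was 1.09 and did not pass, while those of rings, at 1.40, and trophozoites, at 1.39, did.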

The same structural category and sub-categories showed significantly greater odds ratios for the trophozoite and schizont stage datasets. 

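Among exclusively ring-stage isoforms, 57 of 1358 (4.197%) were antisense, against 1172 of 33789 (3.47%) at 2 or 3 stages, and the odds ratio was 1.22 (one-sided 95% lower limit 0.971, Fisher's exact test, adjusted P = 0.0898). Among trophozoite-stage isoforms, 90 (3.44%) were antisense, with an odds ratio of 0.990 (exact test, adjusted P = 0.551). Among schizont-stage isoforms, 164 (6.81%) were antisense, with an odds ratio of 2.03 (lower limit 1.76, exact test, adjusted P = 1.81e-14). The schizont value stayed between 1.79 and 2.23 with each PacBio library left out. The ring value fell below 1 without ring total RNA, to 0.715, and without trophozoite nuclear RNA, to 0.9504. It passed the test without ring nuclear RNA, at 1.503, and without schizont total RNA, at 1.38. The trophozoite value rose above 1 without trophozoite nuclear RNA, to 1.23, without schizont total RNA, to 1.17, and without the Nanopore library, to 1.15, and fell to 0.464 without trophozoite total RNA. Among exclusively nuclear isoforms, 81 (2.44%) were antisense, against 1402 (3.80%) of those in total RNA, an odds ratio of 0.633 (exact test, adjusted P = 1.0), which was 0.404 without schizont nuclear RNA.

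The share of candidates that are antisense was 3.79% in ring total and 1.72% in ring nuclear RNA, 3.78% and 2.94% in trophozoite total and nuclear RNA, and 4.80% and 3.76% in schizont total and nuclear RNA. Nuclear minus total was -1.32 percentage points (two-sided exact permutation test, P = 0.1, with n = 3 libraries each), and it was below 0 at 3 of 3 stages. With each PacBio library left out it lay between -1.79 (without schizont nuclear RNA) and -0.775 (without ring nuclear RNA). In total RNA the share was 1.01 percentage points higher in schizonts than in rings, with no replicates to set beside it.

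**Figure D4:**
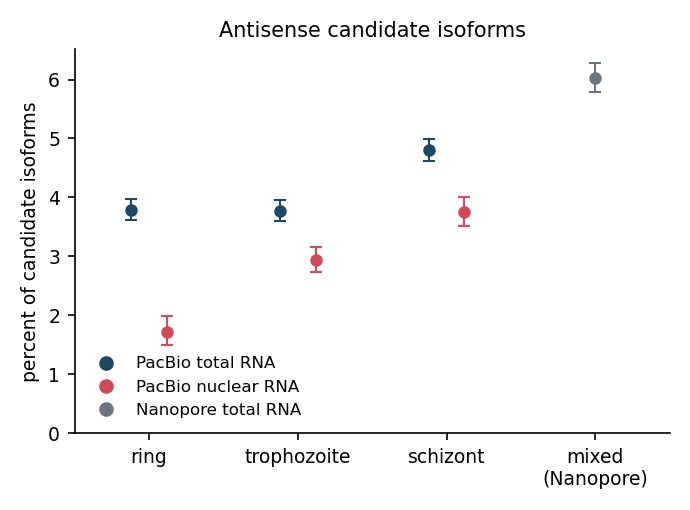
Percent of candidate isoforms that are antisense in each library, with 95% Wilson confidence intervals as bars. The nuclear libraries lie between 1.72% and 3.76%, each below the total RNA of its stage, and the Nanopore library is highest, at 6.03%.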

The “antisense” category showed a significantly greater odds ratio in exclusively ring- and schizont-stage datasets. It should be noted that the antisense isoform category does not include transcripts in which the UTRs extending from annotated protein-coding genes overlap adjacent genes on the other strand.

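When antisense isoforms that overlap a merged isoform of a gene on their own strand were left out, 1303 remained. Their odds ratios were 1.21 in rings, 0.969 in trophozoites, 1.92 in schizonts and 0.584 in nuclear libraries. Of the 435 multi-exon antisense isoforms, 233 (53.6%) have a junction at the coordinates of a junction found in more candidates on the opposite strand. Leaving out these and the antisense isoforms with both ends within 100 bp of those of a sense isoform left 672. The odds ratios were then 2.73 in rings, 1.69 in trophozoites and 3.68 in schizonts, each past the test, and 1.09 in nuclear libraries, which did not pass. Both restrictions were chosen after the values were seen. The antisense isoform found in the most libraries lies on the minus strand of chromosome 9 from 737838 to 740472, opposite PF3D7_0917900, with 14 candidates in 6 libraries. Its junction is found in more candidates on the opposite strand, and its ends lie within 30 bp of those of a sense isoform. The next in rank lie on the plus strand of chromosome 13 from 415091 to 417257, opposite PF3D7_1309000, with 10 candidates in 6 libraries, and on the minus strand of chromosome 7 from 1091989 to 1092996, opposite PF3D7_0726050, with 9 candidates in 6 libraries. No sense isoform has both ends closer than 406 bp to theirs. From the odds ratios of its own catalog, the paper concludes that isoforms with retained introns are over-represented in the nucleus and in trophozoites and schizonts, and antisense isoforms in rings and schizonts.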

**Fig 6:**
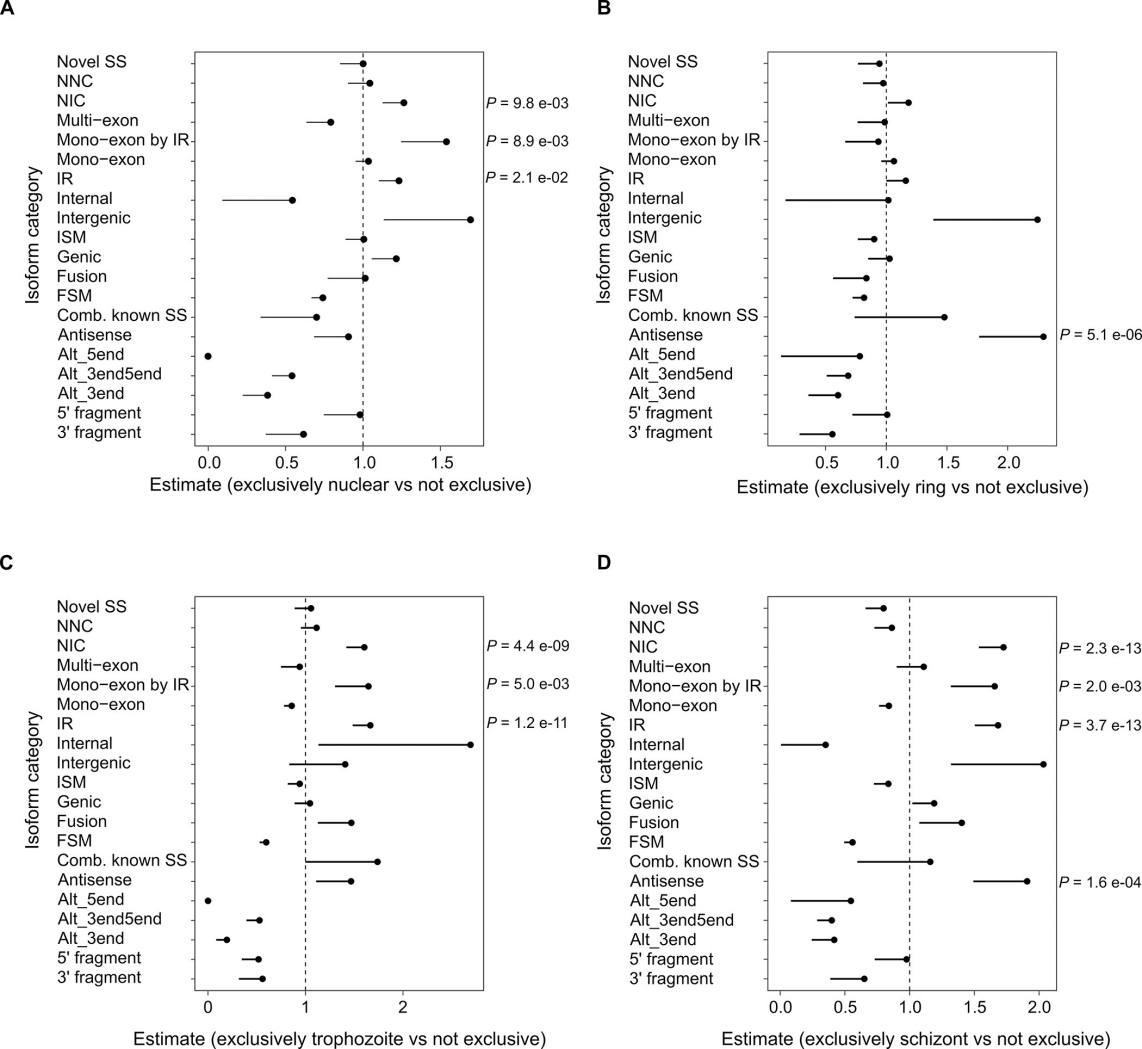
Over-representation of novel isoform types in the nucleus and across developmental stages. Counts were made of 11,325 *Plasmodium falciparum* 3D7 novel isoforms assigned to structural categories by SQANTI3 [35] supported by PacBio data in this study (S2B Table). Counts in each category were analyzed by one-tailed Fisher’s exact test. Plots of odds ratio for each test are shown; for odds ratios significantly greater than 1 (dashed line), the Holm-Bonferroni adjusted *P*-values are indicated on the right of each plot. The lower confidence interval is indicated for each odds ratio by a solid line. **(A)** Isoforms represented exclusively nuclear vs not exclusive. **(B)** Isoforms represented exclusively ring-stage vs not exclusive. **(C)** Isoforms represented exclusively trophozoite-stage vs not exclusive. **(D)** Isoforms represented exclusively schizont-stage vs not exclusive.

Next, we sought additional evidence to support the expression across the IDC for RI and antisense transcribed regions of the genome represented by novel isoforms. Independent short-read RNA-Seq data obtained using a directional, amplification-free protocol [15], which were not used to construct the isoform catalog, were analyzed for features of interest (Fig 7A and 7B). The RI and antisense features were assigned by unsupervised clustering of short-read RNA-Seq patterns into three groups, following the assumption of three transcriptional transitions during the IDC [37]. The assigned clusters revealed different patterns across the IDC, with clusters showing predominantly schizont-stage expression (40–48 hours post-invasion [hpi]) apparent for both RI and antisense isoforms. Clusters with predominantly ring-stage (0–16 hpi) and trophozoite-stage (24–32 hpi) expression were observed for antisense and RI isoforms, respectively, and a cluster with ring/trophozoite expression (8–24 hpi) was observed for both types of isoform. Notwithstanding the generally lower expression of antisense novel isoforms compared with their reference sense strand counterparts, some antisense isoforms show short-read RNA-Seq coverage along most of their length supporting the annotation from the long-read transcriptomic catalog (Fig 7C).

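The short-read data were not used here, and the long-read candidates over the 3 genes of this example were counted. HSP70 (PF3D7_0818900, chromosome 8, plus strand) has 250 sense and 5 antisense candidates. A single antisense isoform was kept, from 860052 to 862434, with 1 candidate each in trophozoite nuclear and schizont nuclear RNA, and it is lost when either library is left out. AQP (PF3D7_1132800, chromosome 11, plus strand) has 43 sense and 15 antisense candidates. One antisense isoform, from 1271100 to 1272822, was found in 4 libraries with 8 candidates, 4 of them in trophozoite total RNA. Another, from 1270625 to 1272841, had 1 candidate each in trophozoite total and trophozoite nuclear RNA and is lost without either. mRPL2 (PF3D7_1132700, chromosome 11, plus strand) has 13 sense and 3 antisense candidates. Its antisense isoform, from 1268351 to 1270127, had 1 candidate each in ring total and schizont total RNA and is likewise lost without either. None of these antisense isoforms has both ends within 100 bp of those of a sense isoform.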

**Fig 7:**
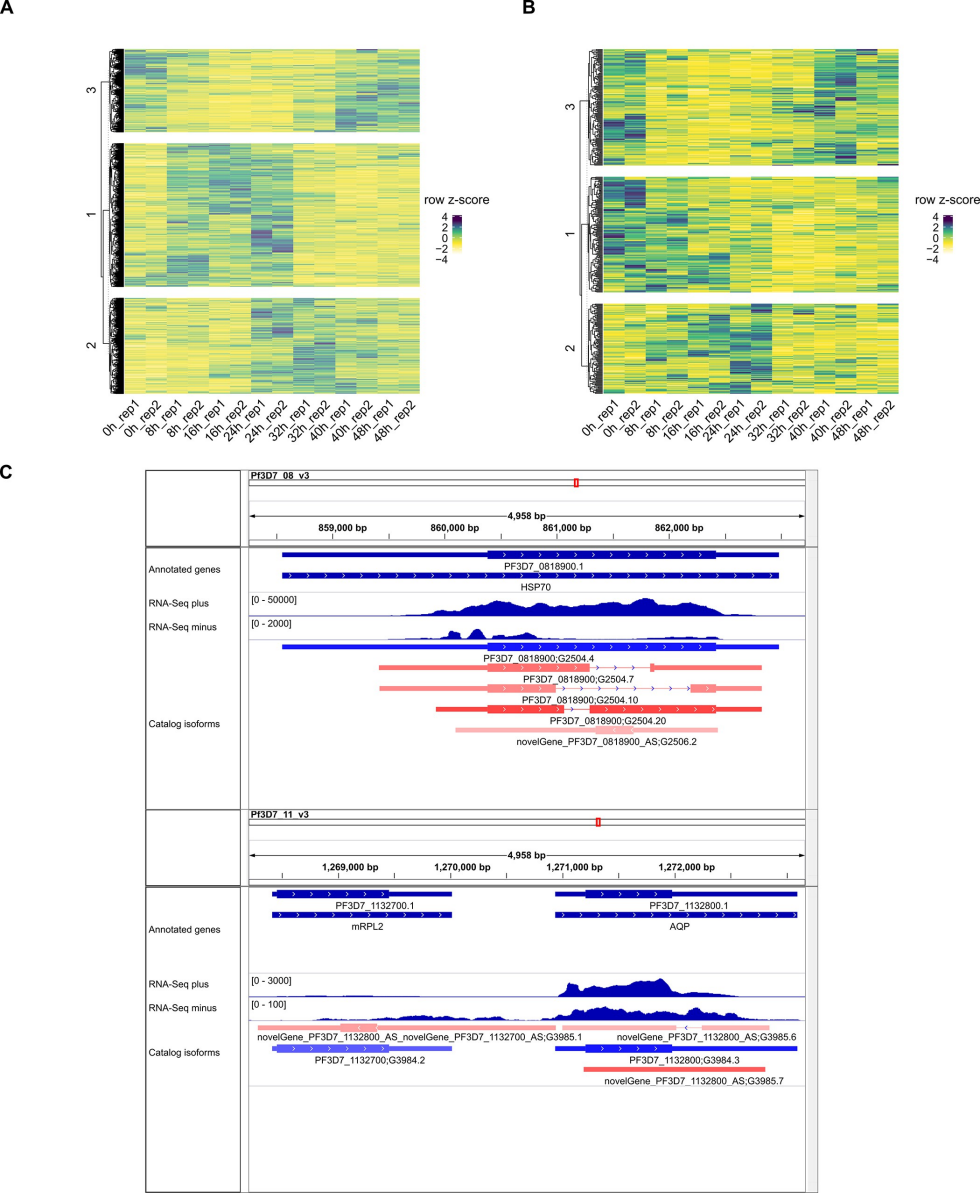
Short-read RNA-Seq evidence supporting retained introns and antisense isoforms. Directional, amplification-free short-read RNA-Seq data from *Plasmodium falciparum* 3D7 sampled in duplicate every 8 h post-invasion during the 48 h intra-erythrocytic life cycle [15] were analyzed among regions of interest. **(A)** Heatmap of expression among 2,669 introns retained in novel isoforms. Normalized read counts were row-scaled by z-score, and rows (introns) were k-means clustered (k = 3). The assigned clusters are separated as shown by the dendrogram on the left. 41 rows empty, or with only one value were removed before analysis. **(B)** Heatmap of expression among 415 antisense isoforms. Normalized read counts were row-scaled by z-score and rows (antisense isoforms) were k-means clustered (k = 3). The assigned clusters are separated as shown by the dendrogram on the left. 76 rows empty, or with only one value were removed before analysis. **(C)** Examples of novel antisense isoforms. Screenshots from the IGV genome browser [38] are shown for selected regions of chromosomes 8 (top) and 11 (bottom). The structures of PlasmoDB [16] annotated genes and catalog isoforms are shown in the “Annotated genes” and “Catalog isoforms” tracks, respectively (boxes, exons; thick boxes, open reading frames; lines, introns, and arrows, strand orientation). In the "Catalog isoforms" track, reference transcripts are in blue and novel isoforms are in red. The color hue of each isoform reflects the level of support from long-read RNA-seq data (darker, more support). Antisense isoforms are assigned to “novelGenes”. Isoform identifiers (S2 Table) are indicated after the gene identifier. Short-read RNA-Seq coverage (mapped reads) from the merged data from all samples is shown as separate tracks for plus and minus strands.

### Analysis of alternative ORFs and encoded proteins

The novel isoforms may contain alternative ORFs (altORFs) that code for proteins not present in the current proteome annotation [39]. We translated the novel isoform sequences and analyzed all encoded proteins with protein databases. The query sequences were grouped according to BLASTp [40] results (S5 Table) as follows: 15,328 query sequences showed no significant match (no_hit), 6,713 matched *P*. *falciparum* proteins (Plasmodium_falciparum), and 424 matched proteins from other taxa (other_taxa). The comparison of protein length distributions by Kolmogorov-Smirnov test showed significant differences among all groups (Fig 8A). In the Plasmodium_falciparum group, 1,734 proteins matched a *P*. *falciparum* 3D7 reference protein with less than 100% identity, but with a median match length of 109 residues (S5B Table). Discrepancies were apparent among the Plasmodium_falciparum group (S5B Table), including i) short matches to *P*. *falciparum* proteins by altORFs in genomic regions not annotated as protein-coding, i.e., intergenic (50 altORFs) and antisense (34 altORFs) isoforms, ii) short matches to proteins from other organisms when searching the non-redundant database (604 altORFs), and iii) short matches to a non-reference *P*. *falciparum* protein, i.e., from a different strain, but no match to a *P*. *falciparum* 3D7 reference protein (480 altORFs). Five proteins from the other_taxa group (S5C Table) also matched proteins with descriptions in the eggNOG database [41].

**Fig 8:**
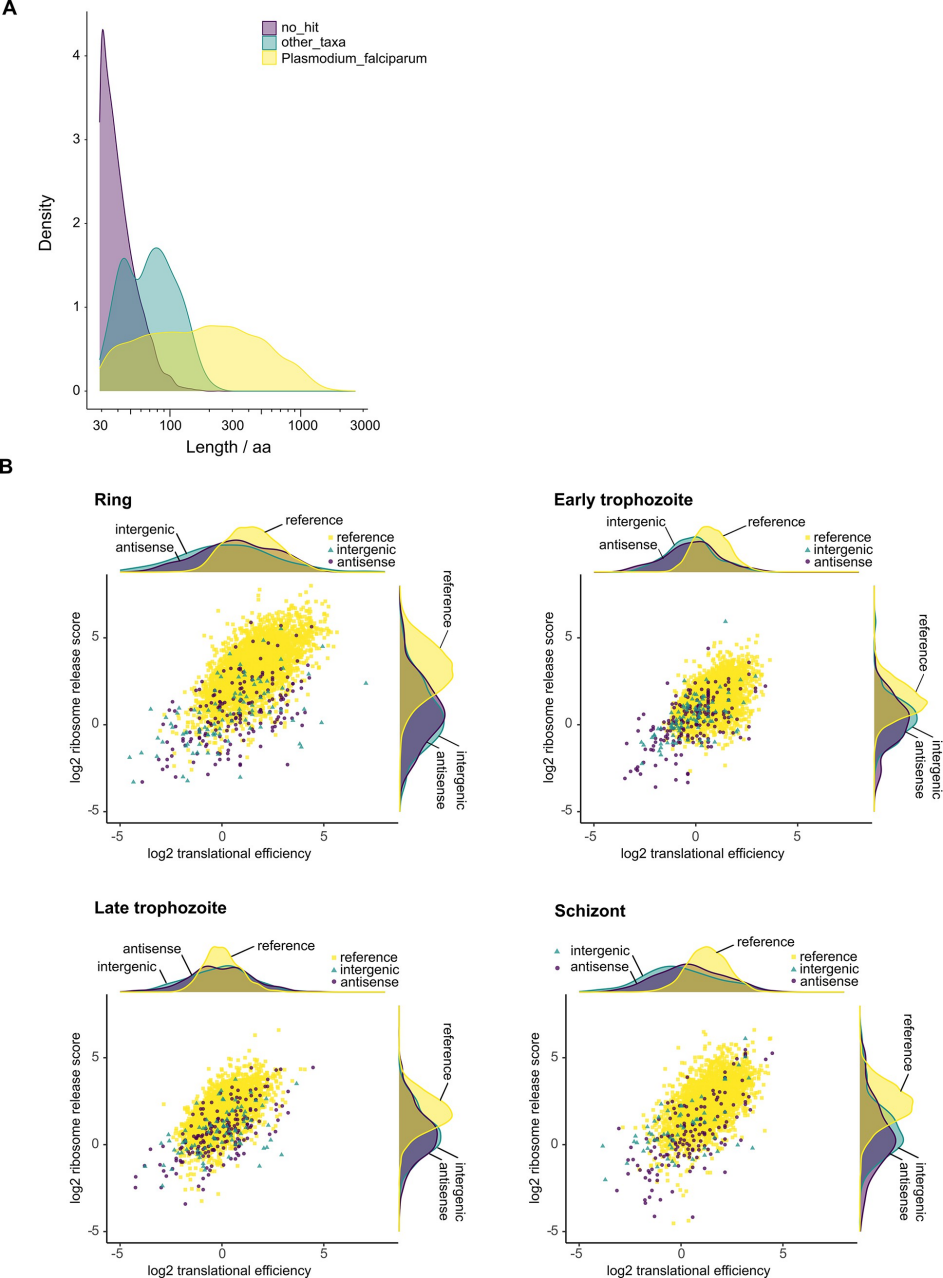
Analysis of alternative open reading frames (altORFs) and encoded proteins in novel isoforms. **(A)** Distribution of protein length (number of amino acid residues) for 22,465 non-redundant protein sequences encoded by altORFs among 12,495 *Plasmodium falciparum* 3D7 novel isoforms. The vertical axis is the probability density function of the variable (number of residues). Protein sequences were searched against protein databases with BLASTp [40] and classified according to the search results. The full BLASTp search results are shown in S5 Table. 15,328 query sequences with no significant match (E value > 1-e4) are shown as no_hit (mean length 43 residues). 6,713 query sequences matched *P*. *falciparum* proteins (Plasmodium_falciparum) with mean length of 269 residues. 424 query sequences matched proteins from other taxa (other_taxa) with mean length of 77 residues. Two-sample Kolmogorov-Smirnov two-sided test comparing protein length distribution: Holm-Bonferroni adjusted *P*<6.6e-16 (for all three pairwise comparisons). **(B)** Ribosome engagement in intergenic and antisense novel isoforms. Translational efficiency and ribosome release score were determined from ribosome profiling data of ring, early trophozoite, late trophozoite and schizont stages of *P*. *falciparum* W2 [10] for 3,565 annotated protein-coding ORFs in *P*. *falciparum* reference transcripts, 106 altORFs in intergenic isoforms and 246 altORFs in antisense isoforms. The distributions of log_2_ translational efficiency and ribosome release score by kernel density plot are shown above the corresponding scatterplot axes. Pairwise comparisons of distribution were conducted by two-sample Kolmogorov-Smirnov two-sided test. *P-*values from test statistics are shown in S6 Table.

Given that most altORF-encoded proteins in antisense and intergenic isoforms do not show any similarity to known proteins, additional evidence is needed to determine whether proteins can be produced from these altORFs. Ribosome profiling (ribo-seq) is an established method for assessing ribosome engagement, and is a proxy for protein synthesis [42]. We analyzed previously published *P*. *falciparum* ribo-seq data [10] to assess ribosome engagement in altORFs within antisense and intergenic isoforms, and in ORFs for annotated proteins within reference transcripts. We did not determine ribosome engagement in novel isoforms overlapping annotated genes owing to confounding ribo-seq signals from the reference transcripts. Translational efficiency (TE) and ribosome release scores (RRS) were determined from the data. TE provides a measure of 80S ribosome density normalized to mRNA abundance, which correlates with the abundance of encoded protein [42]. However, TE is not a robust classifier of protein-coding RNA; RRS is a more discriminating metric that distinguishes functional protein-coding transcripts from the pattern of translational termination at the end of the ORF [43]. Ribosome engagement was found to be low overall for altORFs, as TE and RRS could be determined for only 106/417 (25%) of altORFs in intergenic isoforms and 246/1,665 (15%) of altORFs in antisense isoforms (Fig 8B). Moreover, the distributions of TE and RRS in altORFs are significantly different from ORFs in reference transcripts by Kolmogorov-Smirnov test (S6 Table), with the exception of late-trophozoite stage TE for intergenic altORFs. No significant differences in TE or RRS distributions were observed for altORFs in intergenic isoforms compared with antisense isoforms.

In addition to new gene models to accommodate antisense and intergenic isoforms, it may be necessary to accommodate other types of novel isoforms. The transcript catalog includes novel isoforms that overlap two or more genes (S2B Table). 

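Among the merged isoforms, 185 hold the whole coding span of 2 or more protein-coding genes on either strand, and 4 of them hold 3 or more. They cover 88 sets of genes. The count moved most when isoforms of a single library were included, to 709, and was 50 with the lq sequences left out. Of single candidates, 1359 span genes in this way. They make up 0.640% of candidates in ring total RNA, 0.678% in trophozoite total RNA and 0.527% in schizont total RNA. The shares in nuclear RNA were 0.0949% in rings (10 candidates), 0.358% in trophozoites and 0.600% in schizonts, and 0.592% in the Nanopore library.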

We investigated the gene overlaps in more detail and identified 228 novel isoforms that completely span two or three genes among 114 separate genomic regions (S7 Table). Of this group, 168 are polycistronic that span multiple genes in the same orientation (head-to-tail), and 60 span adjacent genes in head-to-head or tail-to-tail opposite orientations. 

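S7 Table lists 116 sets of genes, of which 108 are spanned by at least 1 candidate here, and 76 by candidates in 2 or more libraries. As the isoforms of S7 Table come largely from these same candidates, this is no independent support for them. 1 set has a gene that is not in the gene table used. Of the 115 others, a spanning candidate exists for 74 of 80 sets in the same orientation and 34 of 35 in opposite orientations. Of the merged isoforms that span genes, 127 span genes of 1 strand, 49 span genes of opposite strands and 9 include a gene of unknown strand. The 3 pairs of S7 Table found in the most libraries are all in the same orientation. PF3D7_1111400 and PF3D7_1111500, on chromosome 11, encode a conserved protein of unknown function and a putative acylphosphatase, and 85 candidates in 7 libraries span both. PF3D7_1330100 and PF3D7_1330200, on chromosome 13, encode conserved proteins of unknown function and are spanned by 51 candidates in 7 libraries. PF3D7_0612300 and PF3D7_0612400, on chromosome 6, encode a putative transmembrane protein and a conserved protein of unknown function, and 14 candidates in 7 libraries span both. From isoforms of this kind, the paper raises the question whether gene models should also cover types other than antisense and intergenic isoforms.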

Some polycistronic isoforms code for multiple annotated proteins from different genes, whereas novel proteins are encoded by some polycistronic isoforms owing to isoform events. 

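Of the merged isoforms, 1480 overlap no annotated coding span on either strand. As UTRs are not part of these spans, isoforms confined to a UTR are among them.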

Finally, we investigated the nearest adjacent annotated features to 167 intergenic isoforms (S8 Table). 

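An intergenic isoform of S8 Table was taken as found when a candidate on the same strand had both ends within 300 bp of its ends. This was so for 157 of 167 isoforms, and for 94 of them in 2 or more libraries. The paper built its isoforms largely from these same candidates, so a high share follows from that and is no independent support. With ends within 50 bp, 115 were found, and all 167 were overlapped by a candidate on the same strand. By the nearest feature, 12 of 12 isoforms at non-coding RNA genes, 7 of 7 at telomeres, 7 of 8 at pseudogenes and 131 of 140 at protein-coding genes were found. The Nanopore library held 94 of them, and the PacBio libraries between 17 (ring nuclear RNA) and 60 (schizont total RNA). Isoform G3708.2 lies on the minus strand of chromosome 11 from 338906 to 340342, 2096 nt from PF3D7_1107800 (putative AP2 domain transcription factor), with 10 candidates in 6 libraries. G4258.11 lies on the minus strand of chromosome 12 from 237397 to 239041, 835 nt from PF3D7_1205400 (putative kelch domain-containing protein), with 10 candidates in 6 libraries. G799.4 lies on the plus strand of chromosome 4 from 95138 to 96545, 1017 nt from PF3D7_0401600 (rifin), with 19 candidates in 5 libraries.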

Eight intergenic isoforms are closest to pseudogenes, seven to telomeres, 12 to annotated non-coding RNA genes, and 140 to protein-coding genes. Gene ontology (GO) analysis of the 140 intergenic isoforms closest to protein-coding genes revealed significant enrichment of the GOslim molecular function term GO:0003700 DNA-binding transcription factor activity (Bonferroni-corrected *P* = 1.34e-6).

## Discussion

Despite the wealth of RNA-Seq data for *P*. *falciparum* and the availability of a finished reference genome sequence, transcriptomic annotation is sparse for most genes and does not catalog the full transcriptomic repertoire (isoform diversity) for this species. We addressed this need by creating a transcriptomic catalog from long-read RNA-Seq data. Although long-read RNA-Seq reveals a great diversity of isoforms, technical and biological noise confounds isoform annotation, in particular, the assignment of exon boundaries [27,44]. From the analysis of spike-in RNAs, we observed that filtering of candidate isoforms is required to eliminate 5′ truncated noise (Fig 1A). We used 5′ capped nucleotide signals generated from short-read RNA-Seq data to filter *P*. *falciparum* isoforms. The majority of 5′ capped nucleotide signals are broad, with a mean interquartile width >100 bp [18]. We selected candidate isoforms with 5′-ends not further than 50 bp from the dominant 5′ capped nucleotide in each signal. Furthermore, the reference transcript 5′ ends were assigned the highest priority, such that candidate isoforms with nearby (less than 300 bp) downstream 5′ ends assigned from long-read data were filtered as noise in the transcriptomic merge step of catalog construction. Hence, although ATSS is the most common isoform event (Fig 2), our transcriptomic catalog may still underrepresent the diversity of alternative 5′ ends. We filtered candidate isoforms with non-canonical splicing junctions, because *P*. *falciparum* is thought to possess minimal splicing machinery that is only capable of splicing canonical (GT:AG and GC:AG) junctions [6]. Although 105 reference transcripts contain non-canonical splicing junctions (S2A Table), all but five are pseudogene transcripts. Non-canonical junctions are not spliced in pseudogenes, as shown by a cDNA analysis of the SURFIN4.1 pseudogene transcript [45]. The non-canonical splicing junctions for reference transcripts of protein-coding genes are present in UTRs, which may represent uncorrected RNA-Seq alignment errors in low-complexity sequences.

### Alternative ends represent the majority of isoform events

ATSS and ATTS represent the majority of isoform events among reference transcripts and novel isoforms (Fig 2), which reflect the most frequent isoform events in the human transcriptome [46]. The majority of ATSS represented among novel isoforms correspond to genomic locations with elevated H2A.Z occupancy throughout the IDC (Fig 3A). Elevated H2A.Z occupancy is a TSS marker in a variety of eukaryotes including *P*. *falciparum*; furthermore, reduced H2A.Z occupancy upstream of *P*. *falciparum* genes is associated with transcriptional silencing [47]. The minority of alternative 5′ ends assigned to the C2 cluster correspond to genomic locations with reduced H2A.Z occupancy, different base composition, and are mostly within CDS (Fig 3). Notwithstanding the possibility that alternative 5′ ends can arise from transcription initiation in genomic regions with an unfavorable nucleosomal architecture, we consider C2 5′ ends as unlikely to be transcription initiation sites.

Eukaryotic transcripts with alternative 5′ ends mapping to CDS can be generated post-transcriptionally by co-translational cleavage and recapping [33]. Co-translational cleavage is known to occur at ribosome stalling sites, which include codons for charged residues such as lysine [48]. The ends of endonucleolytically-cleaved mRNA fragments in human cells frequently overlap lysine, GAC (aspartate), and GAA (glutamate) codons [49]. As the same codons are significantly over-represented in the vicinity of C2 5′ ends of novel isoforms (S5 and S6 Figs), co-translational cleavage is plausible. *P*. *falciparum* can translate mRNA with consecutive lysine codons and other features that typically stall ribosomes more efficiently in human cells without triggering mRNA decay [50]. We conjecture that ribosome stalling triggers co-translational mRNA cleavage in *P*. *falciparum*, but translation can continue past the stalling sites, possibly even on endonucleolytically-cleaved mRNA fragments that persist owing to inefficient mRNA decay. The uncapped 5′ ends of endonucleolytically-cleaved mRNA may be recapped via a cytoplasmic mRNA capping complex [33] and manifest as C2 5′ capped ends.

Several different 6-mer motifs are over-represented upstream of reference TTS (Fig 4); however, no single polyadenylation motif was apparent, unlike the majority of metazoan transcripts that possess a conserved upstream AATAAA polyadenylation signal motif [51]. The transcription termination signals in *P*. *falciparum* are thus similar to other Apicomplexa species that also possess prominent adenine-rich regions in the vicinity of the TTS, but otherwise lack distinct polyadenylation signals [52]. Although similar termination signals were observed among ATTS, we cannot exclude the possibility that ATTS are technical artifacts arising from internally-primed cDNA synthesis (especially those without direct RNA support). Nonetheless, less than 2% of ATTS determined from PacBio data are artifactual because of internal priming [44]. Several novel isoforms terminate within CDS, such that they contain ORFs but lack a stop codon. The eukaryotic non-stop RNA decay mechanism recognizes such mRNAs as aberrant and destroys them [53]; however, the machinery for removing aberrant mRNAs in *P*. *falciparum* is inefficient because it lacks key non-stop and no-go decay components [50,54]. Novel isoforms lacking a stop codon may be translated if the downstream poly(A) tail functions as a poly-lysine stop to terminate translation. In support of this conjecture, it has been reported that 24 consecutive lysine codons can act as an efficient translation termination signal without triggering mRNA decay in *P*. *falciparum* [55].

### Retained introns are common isoform events

RI was identified as a frequent isoform event among the novel isoforms (Fig 2). The RI sequences tend to be shorter and possess greater GC content than spliced introns (Fig 5), in common with RI in other eukaryotes [56]. However, the small differences in intron composition and the conservation of splicing junction sequence suggest that other factors are involved in *P*. *falciparum* RI. From the isoform representation among our PacBio datasets, novel isoforms with RI were more prevalent in nuclear RNA and later (trophozoite and schizont) stages of development (Fig 6). RI clusters with different expression patterns throughout the IDC were resolved using independent short-read RNA-Seq data (Fig 7). A possible connection between nuclear localization and differential patterns of RI across development is the PfSR1 RNA binding protein, which is known to promote splicing in *P*. *falciparum* [57]. Interestingly, the localization of this protein changes throughout the IDC from predominantly nuclear (ring) to cytoplasmic (schizont) [57–59], suggesting that the reduction of nuclear-localized PfSR1 during IDC progression could generally lead to increased RI and nuclear retention of incompletely spliced isoforms. However, we recognize that it is difficult to make generalizations as RI is likely to be controlled by other factors, including other RNA binding proteins also present in the nucleus, such as PfCELF1 [60].

### Protein-coding potential of altORFs

The majority of altORF-encoded proteins show no similarity to annotated proteins and are also shorter than the 100 residue threshold commonly employed for the annotation of protein-coding genes [61] (Fig 8A); hence, additional evidence is needed to distinguish altORFs encoding small novel proteins from ORFs occurring at random. The altORFs encoding small proteins with discrepant BLASTp hits to *P*. *falciparum* proteins and hits to proteins in organisms other than *P*. *falciparum* (S5 Table) are also unlikely to produce proteins. Ribosome engagement was found to be significantly lower for altORFs in antisense and intergenic isoforms compared with annotated protein-coding ORFs in the reference transcripts (Fig 8B; S6 Table) indicating that these isoforms represent lncRNA. Although most altORFs may not produce proteins, they may still engage with the translational machinery as regulators. Upstream ORFs (uORFs) are present in the 5′-UTRs of *P*. *falciparum* mRNA and they act to tune the translational efficiencies of the downstream protein-coding ORF [62–64]. AltORFs, including some that overlap annotated CDS, may act like uORFs to modulate protein synthesis in novel isoforms. Notwithstanding the majority of altORFs that are not likely to produce proteins, some altORF-encoded proteins with long (>100 residues) matches to *P*. *falciparum* 3D7 reference proteins but with less than 100% identity could represent protein isoforms (S5B Table). *P*. *falciparum* protein isoforms have been previously reported, including truncated isoforms resolved by two-dimensional differential gel electrophoresis [65]. Some of these truncated isoforms may be produced by altORFs in novel mRNA isoforms; examples of three genes with reported protein isoforms [65] and expressed as mRNA isoforms with altORFs are shown in S7 Fig.

### Polycistronic, antisense and lncRNA

The annotation of 168 polycistronic novel isoforms that span two or more genes (S7 Table) is in accordance with previous reports of polycistronic mRNA in *P*. *falciparum* [11,12]. As translation initiation in *P*. *falciparum* follows the 5′ cap-dependent eukaryotic paradigm [63,64], downstream ORFs in polycistronic mRNA are likely to be translated by less efficient leaky scanning or reinitiation mechanisms [62], or be dependent on specific translational activators such as *var2csa* [66]. The novel isoforms that span adjacent genes on opposite strands include genes previously reported with antisense RNA expression, e.g. *msp2* [67]. The 491 novel isoforms in the antisense structural category are assigned to novel genes (S2B Table) and thus are distinct from polycistronic isoforms with antisense overlapping regions. The novel isoforms in the antisense structural category thus expand precedent reports of antisense lncRNAs with transcriptional repression [68] and activation functions [69]. The expression of the majority of the antisense structural category novel isoforms is more apparent in ring and schizont stages of the IDC than the trophozoite stage (Figs 6 and 7). Recently, it has been shown that a greater proportion of protein-coding mRNA is present in RNA duplexes in ring and schizont stages compared with the trophozoite stage, and that sense-antisense transcript pairs can form stable RNA duplexes [70]. Increased stability of mRNA when duplexed with an antisense partner could explain the general trend of increased mRNA stability in the schizont stage [71,72], perhaps leading to the storage of some transcripts that persist until the early ring stage after reinvasion. In addition to antisense novel isoforms, 167 intergenic isoforms were annotated in the catalog. From nearest-feature analysis (S8 Table), the intergenic isoforms near telomeres are consistent with a previous report of lncRNAs transcribed from *P*. *falciparum* subtelomeric regions [73]. The enrichment of the GO term DNA-binding transcription factor activity among genes near intergenic isoforms could indicate that these intergenic RNAs have important regulatory functions in shaping the local chromatin environment, e.g., by recruiting chromatin modifiers that permit control of transcription in response to stimuli [74].

### Limitations of the study

The transcriptomic catalog presented in this study does not include isoforms expressed in other stages of development, i.e., gametocyte, mosquito, and liver stages. With improvements in long-read RNA-Seq technologies (particularly minimum sample requirements), these stages will become accessible to transcriptomic annotation in the future. We did not quantify isoform abundance across the IDC from the stage-specific PacBio library data because quantification accuracy is limited by the low depth of sequencing compared with short-read RNA-Seq, and the non-uniform coverage of isoforms in which 5′ ends are less likely to be covered by sequencing reads compared with 3′ ends [75]. Isoform abundance across the IDC can be quantified using alternative methods such as isoform-specific reverse-transcription quantitative PCR [76]. The assessment of altORF protein-coding potential from ribo-seq data was limited to intergenic and antisense isoforms. The altORFs in other isoforms can be assessed using alternative approaches such as global translation initiation sequencing [77] and N-terminal proteomics [78].

In conclusion, the *P*. *falciparum* transcriptomic catalog described herein adds an important resource for this pathogen. The details of isoform structures, classification, and isoform events are provided for future studies (S1 Dataset, S2 and S3 Tables). The major isoform events highlighted in this work (ATSS, ATTS, and RI) prompt questions to be addressed, including what mechanisms are responsible for generating these isoform patterns, and what biological roles (if any) these isoforms play? The encoded proteins from the novel isoforms (S5 Table) can be used to test whether altORFs contribute toward an expanded proteome, with the caveat that validation is challenging with current proteomic technologies [79].

## Materials and methods

### Ethics statement

Human erythrocytes and serum were obtained from donors after providing informed written consent, following a protocol approved by the Ethics Committee, National Science and Technology Development Agency, Pathum Thani, Thailand, document no. 0021**/**2560.

### In vitro culture of *Plasmodium falciparum*, subcellular fractionation, and RNA extraction

*Plasmodium falciparum* reference strain 3D7 (NCBI: txid36329) was used for all transcriptomic experiments. To assess the method for isolation of nuclei, transgenic *P*. *falciparum* GAL4-GFP expressing a nuclear-localized GFP reporter protein [80] was used. Parasites were cultured in vitro in human O+ erythrocytes and buffered Roswell Park Memorial Institute 1640 medium containing 8% pooled, heat-inactivated human serum as described previously [23]. Cultured parasites were synchronized by 60% percoll gradient separation to enrich late stages followed by enrichment of ring stages by sorbitol treatment [81]. Parasites were harvested immediately (ring stage), 12 h (trophozoite stage), and 24 h (schizont stage) after synchronization. Parasites were liberated from host cells by treatment with 0.1% (w/v) saponin. Parasite pellets were washed three times with phosphate-buffered saline (1x PBS; 137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_, and 2 mM KH_2_PO_4_). For extraction of total RNA, the washed pellet of saponin-liberated parasites was suspended in TRIzol™ reagent and RNA was extracted according to the manufacturer’s instructions (#15596026, Invitrogen). For subcellular fractionation, saponin-liberated parasites (obtained from independent synchronized cultures from those used to prepare total RNA) were disrupted by trituration in 0.3 mL of parasite lysis buffer (20 mM HEPES, pH 7.8, 10 mM KCl, 15 mM MgCl_2_ 1 mM DTT, 1x cOmplete™ protease inhibitor cocktail no EDTA (#04693132001, Roche), 40 U/mL SUPERas•In RNase inhibitor (#AM2694, Invitrogen), and 0.65% Nonidet P-40). Nuclei were pelleted by centrifugation at 2500 × g for 5 min and the supernatant was removed by aspiration. Nuclei were washed three times with 1 mL parasite lysis buffer. Nuclei were resuspended in glycerol containing Hoechst 33342 for microscopic analysis. Nuclei were mounted on a glass slide and visualized using an Olympus FV1000 confocal microscope. The Hoechst 33342 signal was obtained using 346/460 (excitation/emission) filters, and the GFP signal was obtained using 490/525 (excitation/emission) filters. RNA was extracted from nuclei using TRIzol™ reagent, as described for total RNA. Purified RNA samples were stored in 75% ethanol at -80°C before use. On the day of cDNA synthesis, the RNA was dried and re-suspended in nuclease-free water. RNA concentration was estimated by NanoDrop ND-1000 (Thermo Scientific), assuming A_260_ = 1.0 is equivalent to 40 μg/mL RNA.

### Production of recombinant HseIF4E-eIF4G_x6His fusion protein

Human eIF4E and eIF4G1 gene sequences were obtained by reverse-transcription PCR using Universal Human Reference RNA as a template (#740000, Agilent). The RNA was reverse transcribed with oligo dT and Superscript IV enzyme as recommended by the manufacturer (#18090010, Invitrogen). The eIF4E and eIF4G1 gene sequences were PCR-amplified with Phusion High-Fidelity DNA polymerase (#F-530XL, Thermo Scientific) and primer pairs Hs4EF/Hs4ER and Hs4G1F/Hs4G1R (S9 Table), respectively. The amplified eIF4E and eIF4G gene sequences were ligated via a common KpnI restriction site to make a fusion gene, as previously described [24]. The fusion gene (1.1 kb) encodes a fusion protein with eIF4E and eIF4G1 domains separated by a flexible linker peptide (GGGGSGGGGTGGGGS) and a C-terminal six-histidine tag to allow immobilization of the fusion protein on a Ni^2+^ solid matrix. The fusion gene PCR product was cloned into the pET17b vector (Novagen) via the unique EcoRI and XhoI sites and sequenced by the Sanger dideoxy method (Macrogen). The recombinant plasmid, named HseIF4E_eIF4G_x6His (S1 Text), was transformed into *Escherichia coli* strain BL21(DE3) for expression of recombinant protein. The 5′ cap-binding activity of the recombinant protein was assessed by specific elution from a 5′ cap analog matrix as previously described [82].

### Purification of HseIF4E-eIF4G fusion protein and 5′ capped RNA

A 1 L culture of *E*. *coli* BL21(DE3) cells transformed with HseIF4E-eIF4G_x6His was harvested after 20 h induction with 0.4 mM isopropyl ß-D-1-thiogalactopyranoside at 20°C. The induced cells were re-suspended in 30 mL of ice-cold buffer Ni-A (300 mM NaCl, 50 mM imidazole, 50 mM Na_2_HPO_4_, and 15% glycerol pH 8.0) and disrupted by French Press. The disrupted cell suspension was clarified by centrifugation and filtration and applied to a 5 mL HisTrap FF Ni^2+^-Sepharose column (GE Healthcare) equilibrated with buffer Ni-A at a flow rate of 1 mL/min controlled using an ÄKTA system (GE Healthcare). After sample loading, the column was washed with buffer Ni-A until the UV signal reached the baseline. The recombinant protein was eluted in a 200 mL gradient of 50% buffer Ni-B (300 mM NaCl, 500 mM imidazole, 50 mM Na_2_HPO_4_, and 15% glycerol pH 8.0). Peak elution fractions were pooled and diluted ten-fold in buffer Q-A (50 mM Tris pH 8.0, 50 mM NaCl, and 15% glycerol). Diluted protein was applied to a 10 mL Q-Sepharose FF column (GE Healthcare) equilibrated in buffer Q-A at a flow rate of 1 mL/min controlled using an ÄKTA system. After sample loading, the column was washed with buffer Q-A until the UV signal reached the baseline. Recombinant HseIF4E-eIF4G_x6His protein was eluted in a 200 mL gradient of 50% buffer Q-B (50 mM Tris pH 8.0, 1000 mM NaCl, and 15% glycerol). Peak fractions of eluted protein were combined, aliquoted, and stored at -80°C before use. Protein concentration was determined by Bradford assay (Biorad).

In Nanopore RNA-Seq experiments, RNA sequin synthetic spike-in RNAs [26] were added to parasite RNA to guide downstream data analysis. MixA RNA sequins were a gift from Dr. Jim Blackburn (Garvan Institute, Sydney, Australia) and were 5′ capped using the Vaccinia virus 5′ capping system, following the manufacturer’s recommended protocol (New England Biolabs). 10–30 ng of the 5′ capped RNA sequin mixture was added to *P*. *falciparum* total RNA (extracted from mixed IDC stages) before purification of 5′ capped RNA.

For purification of 5′ capped RNA, purified HseIF4E-eIF4G_x6His protein (50 μg) was immobilized on 40 μL of HisPur Ni-NTA Magnetic Beads (#88831, Thermo Scientific) equilibrated with RNase-free 1XPBS (Ambion). A 50–100 μg sample of *P*. *falciparum* total RNA (with or without spike-in RNA) was incubated with protein-immobilized beads to capture 5′ capped RNA. Beads were washed three times with 1 mL 1XPBS, and 5′ capped RNA was eluted in a solution of 1% SDS, 200 mM NaCl, and 1 mM EDTA. 5′ capped RNA was purified by acidic phenol:chloroform extraction and ethanol precipitation. The 5′ capped RNA pellet was re-dissolved in 20 μL of nuclease-free water, and genomic DNA was removed using a TURBO DNA-free kit, following the manufacturer’s instructions (#AM1907, Invitrogen).

### PacBio Sequel RNA-Seq

Samples of purified 5′ cap-enriched RNA (100–300 ng) were converted to cDNA using a SMARTer™ PCR cDNA Synthesis Kit (#634928, Takara), as recommended by the manufacturer. Double-stranded cDNA was PCR-amplified following the recommendations for PacBio Iso-Seq Template Preparation for Sequel Systems (PacBio). The amplified DNA was initially purified using 0.4× AMPure beads, and a portion of each was gel-purified to enrich for fragments >4 kb using a Gel extraction kit (Qiagen). The gel-purified fraction was combined with the remainder of non-size selected DNA. The pooled DNA was purified using 0.4× AMPure beads. Purified DNA samples were sent on dry ice to Novogene AIT (Singapore) for PacBio Sequel sequencing service. PacBio Sequel raw data were delivered in.bam format. The raw data were processed using the Iso-Seq 3 application in the SMRT Link v6.0 program suite (PacBio). Full-length, non-chimeric circular consensus sequences (FLNC CCS) were reported from Iso-Seq3. The term “full-length” refers to sequences with cDNA adapters at both ends, although incomplete cDNA that does not extend to the original 5′ end of the mRNA can acquire a 5′ adapter by template switching during cDNA synthesis [83]. Low quality (lq, accuracy < 0.99) and high quality (hq, accuracy >0.99) sequences were reported in.fastq format. The lq and hq sequences were aligned separately to the *P*. *falciparum* 3D7 v3.2 reference genome [14] using the minimap2 tool [84] in the spliced alignment mode guided by PlasmoDB-53 reference genome annotation with maximum intron 5 kb, settings: -ax splice:hq -uf -G 5k —secondary = no—junc-bed. Reference genome sequence and annotation files were downloaded from PlasmoDB [16].

Candidate non-redundant isoforms were generated from the aligned reads using the Transcriptome Annotation by Modular Algorithms (TAMA) program suite [27]. Aligned read.sam outputs from minimap2 were used as inputs for the TAMA collapse tool with “low” [27] settings: -x capped -rm low_mem -sj sj_priority -log log_off -lde 5 -sjt 20 -a 100 -z100 -m 20.

### Nanopore RNA-Seq

First-strand cDNA synthesis reactions contained purified 5′ capped RNA spiked with RNA sequin (100–300 ng) as described above, RTSMARTCDS primer (S9 Table), and Superscript IV (Thermo Scientific). RNA was removed by treatment with 0.2 N sodium hydroxide, and first-strand cDNA was purified using 0.5× AMPure XP beads as recommended by the manufacturer (#A63880, Beckman Coulter). A double-stranded 5′ adapter was made by annealing SPLADAP and SPN6 oligonucleotides (S9 Table). 5′ adapter was ligated to 50–100 ng cDNA using T4 DNA ligase (New England Biolabs). The excess adapter was removed, and cDNA purified using 0.5× AMPure XP beads. Double-stranded cDNA was obtained by PCR amplification with primers ABRIDGEDPE1 and SMARTPCRII (S9 Table) and KAPA HiFi HotStart Ready mix (Kapa Bioscience). The reaction conditions used were: 95°C 5 min; 15–20 cycles of 98°C 15 s, 62°C 5 min 30 s. DNA was purified using 0.5× AMPure XP beads and converted to a Nanopore DNA sequencing library using a 1D ligation kit as recommended by the manufacturer (#SQK-LSK109, Oxford Nanopore Technologies). The DNA sequencing library was quantified by Quant-iT dsDNA HS assay (#Q33120, Invitrogen) and agarose gel electrophoresis. Approximately 20 fmol of library DNA was sequenced on a SpotON MkI flow cell (R9.4) in a Minion device (Oxford Nanopore Technologies). Data were collected over 24 h runs using MinKnow software (Oxford Nanopore Technologies). The signals were converted to sequences in.fastq format using Scrappie basecalling software (Oxford Nanopore Technologies). Cutadapt version 2.8 [85] was used to identify reads containing both 5′ and 3′ cDNA adapters, trim adapters, and reverse-complement first-strand cDNA reads. The settings used were: cutadapt—rc—discard-untrimmed -g CTACACGACGCTCTTCCGATCT…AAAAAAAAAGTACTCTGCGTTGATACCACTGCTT -e 0.2. The processed reads were aligned to the *P*. *falciparum* 3D7 v3.2 reference genome using the minimap2 tool in the spliced alignment mode guided by genome annotation with maximum intron 5 kb with settings: minimap2 -ax splice -uf -k14 -G 5k —secondary = no—junc-bed. For assessing the accuracy of RNA sequin isoform annotation, alignment was performed to the combined *P*. *falciparum* 3D7 v3.2/ RNA sequin in silico chromosome (chrIS) reference genome, guided by the combined reference genome annotation with the same parameters, except that the maximum intron was increased to 550 kb (-G 550k) to account for the larger introns in the chrIS gene models. Candidate non-redundant isoform sequences were generated from reads aligned to chrIS using different tools. The TAMA collapse tool was employed with “low” settings: -x capped -rm low_mem -sj sj_priority -log log_off -lde 5 -sjt 20 -a 100 -z100 -m 20 -icm ident_map and “high” settings: -x capped -rm low_mem -sj sj_priority -log log_off -lde 1 -sjt 20 -a 300 -z300 -m 20 -icm ident_map. The StringTie2 tool [28] was employed with the following settings: long read (-L), no assembly (-R), and disable trimming (-t). The FLAIR tool [29] was employed guided by the chrIS annotation. Candidate non-redundant isoforms were called by the FLAIR tool using the flair.py script with the following settings:—no_end_adjustment—trust_ends -n longest -s 2. The consistent and inconsistent isoforms returned by FLAIR were combined for further analysis. Candidate non-redundant isoform sequences reported by each tool were compared with the chrIS annotation using the GffCompare tool [30].

### Generation of candidate non-redundant isoforms from external long-read RNA-Seq data

Direct RNA sequencing data obtained from the Nanopore platform [22] were downloaded from the Sequence Read Archive database under accession number SRR11094274. The raw data were processed using the isONcorrect pipeline [86]. The processed reads were aligned to the *P*. *falciparum* 3D7 v3.2 reference genome, guided by the PlasmoDB-53 reference genome annotation using the minimap2 tool as described above for Nanopore RNA-Seq. Candidate non-redundant isoforms were obtained from the aligned read data using TAMA collapse low as described above.

Data from two cDNA libraries sequenced using PacBio Sequel [21] were downloaded as raw.bam files from the Genome Sequence Archive (accession numbers CRR216516−CRR216520). FLNC CCS sequences were obtained from the data as described above for PacBio Sequel RNA-Seq. The high-quality and low-quality FLNC CCS from each of the two libraries constructed were aligned separately to the *P*. *falciparum* 3D7 v3.2 reference genome using the minimap2 tool and candidate non-redundant isoforms obtained using TAMA collapse low as described above for PacBio Sequel RNA-Seq. RNA-Seq data obtained using PacBio RS [15] were downloaded from the European Nucleotide Archive (accession numbers ERR2282005–ERR2282008). FLNC CCS were obtained using SMRT analysis 2.3.0 (PacBio). The FLNC CCS were aligned to the *P*. *falciparum* 3D7 v3.2 reference genome using the minimap2 tool and candidate non-redundant isoforms were obtained using TAMA collapse low as described above for PacBio Sequel RNA-Seq. Because only 31 isoforms were generated by TAMA collapse low (S1 Table), we decided not to use these data for constructing the transcriptomic catalog.

### Analysis of external short-read RNA-Seq data

Directional, amplification-free short-read RNA-Seq data for *P*. *falciparum* 3D7 strain parasites sampled at 8 h intervals during the IDC [15] were downloaded from the European Nucleotide Archive database (accession numbers ERR2234550–ERR2234556 and ERR2234564–ERR2234570). The data were processed with fastp [87] using default parameters and aligned to the *P*. *falciparum* 3D7 v3.2 reference genome using the HISAT2 tool [88] guided by the reference genome annotation with maximum intron 5 kb. Simplified annotation files were created for retained intron and antisense features and used with the aligned read.bam files to obtain counts of mapped reads with the featureCounts tool [89] with options selected for paired, strand-specific reads (-p -s 2). The raw counts for each feature were normalized to the total of mapped reads in each dataset and scaled to counts per million mapped reads (cpm). Heatmaps were generated using the ComplexHeatmap package in R [90]. Data frames of cpm values for features of interest were used as input to ComplexHeatmap, in which cpm values were transformed to row z-scores and features (rows) were clustered using the k-means algorithm with k = 3. RNA-Seq coverage tracks for visualization in the IGV tool [38] were created from the.bam files. The.bam files were filtered to retain the first read from each pair using the SAMtools program [91] view function, with the following options: -b -F 64. Bedgraph coverage files for each strand were generated from the filtered.bam files using BEDTools [92], which were then used to generate BigWig files using bedGraphToBigWig [93].

### Annotation of 5′ capped nucleotides for validating 5′ ends of novel isoforms

5′ capped nucleotide signals were obtained from CAPture-enrichment [18] and 5′ cap end sequencing [17] experimental data reported previously. The signals were annotated from these data using the CAGEr program [94] as previously reported [18]. The signals (CAGEr clusters) were concatenated, i.e., the union of signals from different data sources, into a single “CAGE peak BED file” for SQANTI3 [35]. The “dominant.ctss” nucleotide reported by CAGEr for each signal was assigned as the middle point of each signal, as per the requirement for SQANTI3.

### Construction of transcriptomic catalog

Candidate non-redundant isoforms in.bed12 format obtained from TAMA collapse analysis of each long-read sequencing dataset were merged with the PlasmoDB-53 reference genome annotation using TAMA merge [27] with the following parameter settings: -a 300 -z 300 -m 20 -d merge_dup. Under these settings, isoforms with 5′ or 3′ ends within 300 bp of the common end for the group were collapsed. TAMA merge was run with the reference transcripts set to cap-mode and full priority (1,1,1), and all test data candidate isoforms were set to no-cap mode. Candidate isoforms from PacBio hq FL CCS data were given the next highest priority (2,2,2), followed by PacBio lq FL CCS and Nanopore cDNA (3,3,3). Direct RNA isoforms were given second-highest priority for transcript 3′ ends (3,3,2). The isoforms from TAMA merge were used as input together with the CAGE peak BED file described above and the PlasmoDB-53 reference annotation to the SQANTI3 tool for classifying isoforms [35]. The output_classification.txt file from SQANTI3 and the tama_merge_trans.txt file from TAMA merge were used for transcript filtering. Reference transcripts were defined as isoforms classified by SQANTI3 under the “structural_category” as “full-splice_match” if both “diff_to_TSS” and “diff_to_TTS” were less than 50 bp, i.e., the 5′ and 3′ ends were within 50 bp of reference transcription start site (TSS) and transcription termination site (TTS) (S2A Table). All putatively novel isoforms not classified as reference transcripts were filtered with the following criteria: (i) length greater than 200 bp, (ii) all-canonical splice junctions, (iii) “dist_to_cage_peak” less than 50 bp (evidence of 5 capped end), and (iv) candidate isoform detected in more than one biological sample (using the tama_merge_trans.txt output from TAMA merge for guidance). 12,495 novel isoforms remained after filtering (S2B Table).

### Characterization of isoform events

The structural categories and subcategories of novel isoforms reported by SQANTI3 were used for the initial assessment of isoform events. 11,325 novel isoforms are represented among one or more PacBio datasets generated in this study (S2B Table). Isoform events were investigated among these isoforms as follows. For each SQANTI3 structural category and subcategory, the isoforms represented exclusively among one or more nuclear-sourced libraries (i.e., not represented in total RNA) were tallied. The isoforms represented among one or more total RNA-sourced libraries were tallied for comparison. One-way Fisher’s exact tests were performed using the rstatix package in R [95], with the null hypothesis that the odds ratio of exclusively nuclear isoforms was not greater than one. Holm-Bonferroni-corrected *P* < .05 was considered significant. The same analysis was performed for isoforms represented exclusively among ring, trophozoite, and schizont stage-sourced libraries compared with isoforms represented by libraries from two or three different developmental stages (not exclusive to one stage). The odds ratios and associated lower confidence intervals from row-wise Fisher’s exact tests were plotted using the ggplot2 package in R [96].

Isoform events were identified among novel isoforms and reference transcripts using the CATANA tool [97] with default settings. The transcript annotation (.gtf) file together with the PlasmoDB-53 annotation were used as inputs for CATANA. Isoform events among the reference transcripts were identified and separated. Isoform events were filtered by retaining events reported as exclusive to the reference transcripts to account for redundancy among novel isoforms. The sequences of 2,710 retained introns (identified as novel events by CATANA) and spliced introns (all introns in the reference transcripts with no associated retention event detected by CATANA; 6,258 sequences) were obtained from the *P*. *falciparum* 3D7 v3.2 reference genome using BEDTools. Intron sequences shorter than 34 bp were excluded because flanking partial exon sequences could confound pattern analysis. The percent GC and length values for each intron sequence were obtained using the SeqKit tool [98]. The distributions of intron length and percent GC were plotted using the ggplot2 package in R. Kolmogorov-Smirnov two-sided, two-group tests comparing the distributions of retained and spliced introns were performed using the stats package in R [95], in which Holm-Bonferroni adjusted *P* < .05 was considered significant.

Novel isoforms completely spanning two or more annotated protein-coding genes, and the nearest annotated features to intergenic isoforms were identified using BEDTools with intersect and closest functions, respectively. Gene ontology (GO) analysis of 140 intergenic isoforms closest to protein-coding genes was performed using the PlasmoDB GO enrichment analysis web application [16].

### Analysis of transcript 5′ ends

Transcript 5′ end positions were obtained from the.gff annotation files for reference and novel isoform transcripts. H2A.Z ChIP-seq data reported in a previous study [32] were used to calculate genome-wide normalized occupancy as described previously [18]. The normalized occupancy values at the transcript 5′ end positions were natural log-transformed and the distributions were plotted using the ggplot2 package in R. Principal component scores of the log-transformed normalized occupancy values at novel isoform 5′ end positions were calculated using the MacroPCA package in R [99]. The first principal component scores were used for unsupervised clustering of 5′ end positions using the cross entropy clustering (CEC) package in R [100] with card.min = 15%. Under this setting, CEC resolved two clusters, designated as C1 and C2. Plots of average base frequency in the vicinity of 5′ end positions were performed using the seqPattern package in R [101].

Codon composition analysis was performed for C2 cluster positions within annotated protein-coding sequence (CDS) regions (1896 positions). An SQLite database was constructed for these positions, together with a.bed file of CDS region coordinates and a.fasta file of CDS region sequences using an in-house script (available from: https://github.com/PavitaKae/PrepareCodonComposition/blob/main/preparecodoncomposition.py). The SQLite database,.bed file, and.fasta files were provided as input to the codon composition tool [49]. The tool outputs the counts of all 64 codons within 20 bp windows spanning positions of interest and randomly selected positions from the same genes. The distributions of codon counts between C2 and random position groups were compared by two-sided Kolmogorov-Smirnov tests using an in-house script (available from: https://github.com/PavitaKae/PrepareCodonComposition/blob/main/ks.py). Holm-Bonferroni adjusted *P* < .05 was considered significant.

### Analysis of transcript 3′ ends

Transcript 3′ end positions were obtained from the annotation files for reference and novel isoform transcripts. Plots of average base frequency were performed using the seqPattern package in R. 5,560 random positions were obtained from the *P*. *falciparum* 3D7 v3 reference genome using BEDTools. Genomic sequences flanking random positions (control set) and reference TTS were obtained using the seqPattern package in R. Analysis of over-represented 6-mers in the vicinity of reference TTS was performed using the kpLogo tool [36] using the control set sequences as background and other settings as default.

### Analysis of encoded proteins in novel isoforms

Novel isoform sequences in.fasta format were obtained using GffRead [30]. The sequences were translated using the orfipy tool [102], with all complete ORFs considered and a minimum protein length of 29 amino acid residues (equal to the smallest currently annotated *P*. *falciparum* 3D7 protein PF3D7_1133000.1). The output of 40,036 was filtered to 22,465 non-redundant protein sequences with the SeqKit tool. Encoded protein sequences were queried using the BLASTp web application hosted by NCBI [40] against the non-redundant and *P*. *falciparum* 3D7 databases using default parameters. BLASTp hits with E-value <1e-04 were considered significant, but only the top-ranked hits were recorded. Significant hits to *P*. *falciparum* proteins were considered a greater priority than hits to other species with equal or lower E-values. The queried protein sequences were also submitted to the eggNOG-mapper v2 web application [41] and searched with default parameters.

### Analysis of protein coding function from ribosome profiling

Translation of ORFs in reference transcripts and novel isoforms during the *P*. *falciparum* IDC was assessed using ribosome profiling (ribo-seq) data published in Caro et al [10]. We first generated a *P*. *falciparum* W2 strain variant-corrected genome index for read alignment as this strain was used for ribo-seq. Whole genome sequence (WGS) data of the *P*. *falciparum* W2 strain reported in [10] under SRA accession number SRR1335983 were analyzed using tools hosted by the public server at usegalaxy.org [103]. The WGS data were pre-processed using the Trimmomatic tool, aligned to the *P*. *falciparum* 3D7 v3.2 reference genome and variants called following the recommendations for haploid genomes [104]. Raw variants were filtered to remove indels, and single nucleotide polymorphisms (SNPs) with more than one alternative base, spanning more than one position e.g., AA–AT, and with variant quality score (QUAL) less than 40. 32,060 SNPs remained after filtering. The filtered SNPs were used with the *P*. *falciparum* 3D7 v3.2 reference genome to generate a genome index with HISAT2. Ribo-seq data were obtained from NCBI via accession numbers SRR1378560−SRR1378563 (run1) and SRR2014726−SRR2014729 (run2). Data from merozoite stage parasites were not analyzed as ribosome footprints were of much lower density overall for this stage [10]. Matching short-read RNA-Seq data from the same biological samples were obtained from NCBI via accession numbers SRR1378555–SRR1378558 (run1) and SRR2014721–SRR2014724 (run2). The raw data were processed using the fastp tool with the following options: adapter sequence specified (-a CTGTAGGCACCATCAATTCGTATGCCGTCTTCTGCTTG) and trimmed read length limited from 18 to 30 bp (-l 18 -b 30). Reads matching *P*. *falciparum* rRNA and tRNA were filtered out from processed reads using the sortmerna2.1b tool [105]. Filtered reads were aligned to the *P*. *falciparum* W2 genome index using HISAT2 guided by the *P*. *falciparum* 3D7 reference genome annotation with maximum intron 5 kb. Aligned reads from replicates of the same developmental stage were merged into one.bam file with SAMtools. To obtain read counts for the features of interest, simplified annotation files (SAF) were created for ORFs and downstream 3′-UTRs. We generated SAFs for annotated protein ORFs in reference transcripts (S2A Table) and altORFs in intergenic and antisense novel isoforms (S2B Table). 3′-UTR features accompanying ORFs and altORFs were defined as sequence from the stop codon to the 3′ end of the same RNA. SAFs and merged.bam files were used to obtain counts of mapped reads using the featureCounts tool with options selected for single, strand-specific reads (-s 1) and counting only reads with 100% feature overlap (—fracOverlap 1). Translational efficiency (TE) was determined from the ratio of normalized counts (ribo-seq: RNA-Seq). Counts were normalized by reads per kilobase per million mapped reads (rpkM) accounting for the length of the feature and the total number of mapped reads in the merged.bam file. Ribosome release score (RRS) was determined from the ribo-seq and RNA-Seq counts in ORF and downstream 3′-UTR features, as described previously [43]. TE and RRS were not determined for any ORF with zero counts, or zero counts in the accompanying 3′-UTR, or with a 3′-UTR shorter than 50 bp. TE and RRS values in at least one developmental stage were determined for 3,565 ORFs in reference transcripts, 246 altORFs in antisense isoforms, and 106 altORFs in intergenic isoforms. The TE and RRS values were log_2_ transformed and plotted using the ggplot2 R package. Kolmogorov-Smirnov two-sided, two-group tests comparing the distributions of TE and RRS were performed using the stats package in R. Holm-Bonferroni adjusted *P* < .05 was considered significant.

## Supporting information

S1 Fig SDS-PAGE analysis of HseIF4E-eIF4G_x6His recombinant 5′ cap binding protein. Recombinant protein was expressed in *Escherichia coli* BL21(DE3) transformed with HseIF4E-eIF4G_x6His plasmid. Protein samples were separated by 12% SDS-PAGE and stained with Coomassie blue. **(A)** 5′ cap-binding assay by specific elution from aminophenyl-m^7^GTP (C10-spacer) agarose (Jena Bioscience). The migrations of prestained protein marker bands (Thermo Scientific) are indicated to the left of the lane marked M. Lane 1, crude soluble protein extract; lanes 2–5, m^7^GTP eluted fractions; lane 6, void volume from NAP-25 Sephadex gel-filtration column; lanes 7–9, fractions 1−3 eluted from gel filtration column. The protein band of the size expected for HseIF4E-eIF4G_x6His fusion protein (46 kDa) is marked by an arrow. **(B)** HisTrap FF Ni^2+^-Sepharose purification of HseIF4E-eIF4G_x6His recombinant protein. Lane C, crude soluble extract; lane FT, flow-through of unbound protein; lane M, PageRuler Plus prestained protein marker (Thermo Scientific); lanes E1−E20, imidazole gradient elution fractions. HseIF4E-eIF4G_x6His protein (46 kDa, arrowed) eluted in fractions E2 and E3. **(C)** Q-Sepharose FF purification. Fractions E2 and E3 from HisTrap FF Ni^2+^-Sepharose were applied to the column. Lane M, PageRuler Plus prestained protein marker (Thermo Scientific); lanes 2−26, NaCl gradient elution fractions. HseIF4E-eIF4G_x6His protein (46 kDa, arrowed) eluting in fractions 12−15 was used for the enrichment of 5′ capped mRNA.
(TIF) Click here for additional data file.

S2 Fig Isolation of *Plasmodium falciparum* nuclei. Nuclei were isolated from GAL4-GFP *P*. *falciparum* transgenic parasites [80] by differential lysis and centrifugation. Four different fields of view are shown in separate rows, with columns labeled A–E showing different signals of the same field of view. **(A)** channel 1, Hoechst 33342 signal; **(B)** channel 2, GFP signal; **(C)** merged channel 1 and 2; **(D)** brightfield and **(E)** merged channel 1,2 and brightfield. Scale bars (2, 2, 2, and 1 μm) are shown in column **(E)**.
(TIF) Click here for additional data file.

S3 Fig Construction of *Plasmodium falciparum* 3D7 isoform catalog (raw data to merged candidate isoforms). Flowchart shows the data analysis steps used to construct the isoform catalog from raw long-read RNA-Seq data to merged candidate non-redundant isoforms. Raw data sources are shown as P (PacBio data from this study), PE (PacBio data from the Yang et al study [21]), N (Nanopore data from this study), and NE (direct RNA Nanopore data from the Lee et al study [22]). Figure was created using Diagrams.net (available from https://app.diagrams.net/).
(TIF) Click here for additional data file.

S4 Fig Construction of *Plasmodium falciparum* 3D7 isoform catalog (filtering of merged candidate isoforms to final catalog). Flowchart shows the final data analysis steps used to construct the isoform catalog. The TAMA merge file outputs of source information (TAMA_trans_report.txt) and merged candidate non-redundant isoforms (TAMA_merge.gtf) were used to construct the final isoform catalog. Figure was created using Diagrams.net (available from https://app.diagrams.net/).
(TIF) Click here for additional data file.

S5 Fig Codon composition analysis. Plots show the percent frequency of each codon in analysis windows (selected *Plasmodium falciparum* 3D7 v3 genomic positions, 10 bases upstream and downstream) in annotated protein-coding sequence regions. Selected positions corresponding to the 5′ end positions of novel isoforms assigned to the C2 cluster (C2 5′ end) are in blue and randomly selected positions from the same genes are shown in red.
(TIF) Click here for additional data file.

S6 Fig Empirical cumulative distribution frequency plots of codons. The plots of all 64 codons are shown for analysis windows corresponding to *Plasmodium falciparum* 3D7 C2 5′ ends (blue) and randomly selected positions (red). The distributions were compared by two-sample, two-sided Kolmogorov-Smirnov test; unadjusted test *P*-values are shown on each plot and Holm-Bonferroni adjusted *P* < .05 are indicated in magenta.
(TIF) Click here for additional data file.

S7 Fig Examples of genes with isoforms coding for truncated proteins. Screenshots from the IGV genome browser [38] are shown for selected regions of *Plasmodium falciparum* 3D7 chromosome 10 (enolase gene top), and 9 (RhopH2 gene middle and RhopH3 gene bottom). Truncated protein isoforms expressed from these genes were reported previously from two-dimensional differential gel electrophoresis [65]. The structures of PlasmoDB [16] annotated genes and catalog isoforms are shown in the “Annotated genes” and “Catalog isoforms” tracks, respectively (boxes, exons; thick boxes, open reading frames; lines, introns, and arrows, strand orientation). In the "Catalog isoforms" track, reference transcripts are in blue and novel isoforms are in red. The color hue of each isoform reflects the level of support from long-read RNA-seq data (darker, more support). Isoform identifiers (S2 Table) are indicated after the gene identifier.
(TIF) Click here for additional data file.

S1 Table Summary statistics of long-read RNA-Seq data. Long read RNA-Seq data were obtained from four studies as indicated in row 1: Lee et al [22], Yang et al [21], this study, and Chappell et al [15]. The data were obtained from independent biological samples of *Plasmodium falciparum* indicated in row 2. Data from samples 1–10 were used to construct the transcriptomic catalog. Details of developmental stage and RNA fraction for each sample are shown in rows 3 and 4, respectively. Long-read sequencing platform is indicated in row 5. Processed read datasets obtained from each sample are indicated in row 6; datasets from PacBio sequencing have “lq” or “hq” suffixes to indicate low quality or high-quality assignment from Iso-Seq3 read processing. The dataset labels shown in this row are consistent with dataset source labels in S2 Table (columns 33, 36−38). The numbers of processed reads available for alignment in each dataset are shown in row 7. Row 8 shows the number of reads aligned to the *P*. *falciparum* 3D7 v3.2 reference genome [14] by minimap2 [84]. Row 9 shows the number of candidate non-redundant isoforms assigned by TAMA collapse [27] from the aligned reads for each dataset.
(XLSX) Click here for additional data file.

S2 Table Transcriptomic catalog isoform classification. The *Plasmodium falciparum* 3D7 transcriptomic catalog constructed from long-read sequencing data is shown for 5,568 reference transcripts (S2A) and 12,495 novel isoforms (S2B). Details are shown for the classification.txt output from SQANTI3 (columns 1−32, headers in orange; for explanation of column headers, see S1 & S2 Tables in Tardaguila et al [35]). The tama_merge_trans.txt output from TAMA merge [27] is shown in columns 33−38 (headers in blue). Column 33 (sources) refers to candidate non-redundant isoforms assigned by TAMA collapse [27] for each long-read RNA-Seq dataset for alignment described in S1 Table. Columns 34 (start_wobble_list) and 35 (end_wobble_list) refer to the "wobble", or range of exon start and end coordinates, respectively among candidate isoforms from different data sources merged into the final isoform. Columns 36 (exon_start_support) and 37 (exon_end_support) list the source data information of candidate isoforms used for assigning the 5′ and 3′ ends, respectively of the final merged isoform. Column 38 (all_source_trans) lists all candidate isoforms and data sources used for merging.
(XLSX) Click here for additional data file.

S3 Table Isoform events in the transcriptomic catalog. Isoform events identified by CATANA [97] among reference transcripts (S3A) and novel isoforms (S3B). Event identifier is shown in column 1 (event). Isoforms inclusive (column 2) and exclusive (column 3) of the event are indicated by catalog isoform identifiers (S1 Dataset and S2 Table). Column 4 (code) refers to the exon usage pattern among isoforms. Column 5 (strand) indicates which annotated genome strand (+ or–) the isoforms map to.
(XLSX) Click here for additional data file.

S4 Table Significant 6-mers in the vicinity of reference transcript termination sites. Tabulated results from kpLogo analysis [36] are shown for the most significant 6-mer at each position from 50 bp upstream (−50) to 45 bp downstream (45) of *Plasmodium falciparum* 3D7 reference transcript termination sites (TTS). 5,560 genomic sequences in the vicinity of TTS (test) and random (background) positions were used for analysis. Results shown from column 1 to 10: 6-mer sequence, nucleotide position relative to TTS, shift, enrichment test statistic, *P*-value (−log10 transformed), bonferroni-corrected *P*-value (−log10 transformed), the observed fraction of input sequences with this k-mer at this position allowing this amount of shift, the expected fraction of sequences with this k-mer at this position allowing this amount of shift, ratio (column 7 divided by column 8), and column 7 divided by the average of other positions.
(XLSX) Click here for additional data file.

S5 Table Proteins encoded by novel isoforms. Encoded proteins 29 residues or greater from all open reading frames among 12,495 novel isoforms were queried against protein databases. Proteins are grouped according to BLASTp results: no hit (S5A); *Plasmodium falciparum* protein hit (S5B); protein hit to other taxa (S5C). Query protein information is shown in columns 1–6 with gray headers. The identifier and SQANTI3 classification (S2B Table) of the isoform encoding the protein are shown in columns 1–3. The protein identifier, amino acid sequence, and number of residues are shown in columns 4–6, respectively. Top-ranked BLASTp hit details are shown for searches with the NCBI web application [40] against the non-redundant protein database (columns 7–12 with red headers) and the *P*. *falciparum* 3D7 protein database (columns 13–17 with blue headers). Search results with the eggNOG web application [41] are shown in columns 18–33 with purple headers.
(XLSX) Click here for additional data file.

S6 Table Kolmogorov-Smirnov tests comparing distributions of translational efficiency and ribosome release score. *P*-values and Holm-Bonferroni adjusted *P*-values are shown from two-sample two-sided Kolmogorov-Smirnov tests comparing distributions of log_2_ translational efficiency (TE) and log_2_ ribosome release score (RRS) among open reading frames in *Plasmodium falciparum* 3D7 reference transcripts, intergenic and antisense isoforms (Fig 8B). TE and RRS metrics were determined from ribo-seq data of ring, early trophozoite, late trophozoite and schizont sampled stages of development [10]. Pairwise comparisons were made among isoform groups for each metric and stage of development as indicated in columns 1–4. Unadjusted *P*-values shown as 2.20E-16 represent the minimum *P*-value that can be reported in R [95].
(XLSX) Click here for additional data file.

S7 Table Polycistronic isoforms. Novel isoforms completely spanning two or more annotated *Plasmodium falciparum* 3D7 genes were identified with BEDTools [92]. The isoforms were assigned to 114 non-overlapping genomic regions indicated in column 1. Isoform identifier (S1 Dataset and S2B Table) is shown in column 2. Information of annotated genes overlapping the isoform is shown in columns 3–15. Column 16 indicates whether polycistronic mRNA was reported previously from the same genomic region in Shaw et al [12].
(XLSX) Click here for additional data file.

S8 Table Nearest annotated feature to intergenic isoforms. Nearest annotated *Plasmodium falciparum* 3D7 features to novel isoforms classified as intergenic were identified with BEDTools [92]. Genomic annotations of the isoform and the nearest genomic feature are shown in columns 1−5 and 6−11, respectively. The distance (nt) from the isoform to the nearest genomic feature (irrespective of strand) is shown in column 12. Description of the nearest feature is shown in columns 13−15.
(XLSX) Click here for additional data file.

S9 Table Oligonucleotide sequences. (XLSX) Click here for additional data file.

S1 Dataset Transcript annotation file. Reference and novel isoform transcript annotations in.bed12 format associated with the *Plasmodium falciparum* 3D7 v3.2 reference genome [14] (Fields 1, 2, 3, 6, 7, 8, 10, 11 & 12). Field 4 contains the isoform identifier and PlasmoDB [16] associated gene as shown in S2 Table. Field 5 contains an arbitrary score denoting the degree of support from long-read RNA-Seq datasets from 166 (2 datasets) to 945 (18 datasets). Field 9 contains a color code denoting reference transcript (0, 0, 255) or novel isoform (255, 0, 0).
(BED) Click here for additional data file.

S1 Text HseIF4E-eIF4G_x6His plasmid sequence. (DOCX) Click here for additional data file.

## References

[1] World Health Organization. World malaria report 2021. Geneva: World Health Organization; 2021. Available from: https://apps.who.int/iris/handle/10665/350147.

[2] TragerW, JensenJB. Human malaria parasites in continuous culture. Science. 1976;193: 673–675. doi: 10.1126/science.781840 781840

[3] GardnerMJ, HallN, FungE, WhiteO, BerrimanM, HymanRW, et al. Genome sequence of the human malaria parasite Plasmodium falciparum. Nature. 2002;419: 498–511. doi: 10.1038/nature01097 12368864PMC3836256

[4] AurrecoecheaC, BarretoA, BasenkoEY, BrestelliJ, BrunkBP, CadeS, et al. EuPathDB: the eukaryotic pathogen genomics database resource. Nucleic Acids Res. 2017;45: D581–D591. doi: 10.1093/nar/gkw1105 27903906PMC5210576

[5] OttoTD, WilinskiD, AssefaS, KeaneTM, SarryLR, BöhmeU, et al. New insights into the blood-stage transcriptome of *Plasmodium falciparum* using RNA-Seq. Molecular Microbiology. 2010;76: 12–24. doi: 10.1111/j.1365-2958.2009.07026.x 20141604PMC2859250

[6] SorberK, DimonMT, DeRisiJL. RNA-Seq analysis of splicing in Plasmodium falciparum uncovers new splice junctions, alternative splicing and splicing of antisense transcripts. Nucleic Acids Research. 2011;39: 3820–3835. doi: 10.1093/nar/gkq1223 21245033PMC3089446

[7] López-BarragánMJ, LemieuxJ, QuiñonesM, WilliamsonKC, Molina-CruzA, CuiK, et al. Directional gene expression and antisense transcripts in sexual and asexual stages of Plasmodium falciparum. BMC Genomics. 2011;12. doi: 10.1186/1471-2164-12-587 22129310PMC3266614

[8] SiegelTN, HonC-C, ZhangQ, Lopez-RubioJ-J, Scheidig-BenatarC, MartinsRM, et al. Strand-specific RNA-Seq reveals widespread and developmentally regulated transcription of natural antisense transcripts in Plasmodium falciparum. BMC Genomics. 2014;15: 150. doi: 10.1186/1471-2164-15-150 24559473PMC4007998

[9] YeohLM, LeeVV, McFaddenGI, RalphSA. Alternative Splicing in Apicomplexan Parasites. mBio. 2019;10: e02866–18. doi: 10.1128/mBio.02866-18 30782661PMC6381282

[10] CaroF, AhyongV, BetegonM, DeRisiJL. Genome-wide regulatory dynamics of translation in the *Plasmodium falciparum* asexual blood stages. eLife. 2014;3. doi: 10.7554/eLife.04106 25493618PMC4371882

[11] BroadbentKM, BroadbentJC, RibackeU, WirthD, RinnJL, SabetiPC. Strand-specific RNA sequencing in Plasmodium falciparum malaria identifies developmentally regulated long non-coding RNA and circular RNA. BMC Genomics. 2015;16. doi: 10.1186/s12864-015-1603-4 26070627PMC4465157

[12] ShawPJ, KaewprommalP, PiriyapongsaJ, WongsombatC, YuthavongY, KamchonwongpaisanS. Estimating mRNA lengths from Plasmodium falciparum genes by Virtual Northern RNA-seq analysis. Int J Parasitol. 2016;46: 7–12. doi: 10.1016/j.ijpara.2015.09.007 26548960

[13] RussellK, HasenkampS, EmesR, HorrocksP. Analysis of the spatial and temporal arrangement of transcripts over intergenic regions in the human malarial parasite Plasmodium falciparum. BMC Genomics. 2013;14: 267. doi: 10.1186/1471-2164-14-267 23601558PMC3681616

[14] BöhmeU, OttoTD, SandersM, NewboldCI, BerrimanM. Progression of the canonical reference malaria parasite genome from 2002–2019. Wellcome Open Res. 2019;4: 58. doi: 10.12688/wellcomeopenres.15194.2 31080894PMC6484455

[15] ChappellL, RossP, OrchardL, RussellTJ, OttoTD, BerrimanM, et al. Refining the transcriptome of the human malaria parasite Plasmodium falciparum using amplification-free RNA-seq. BMC Genomics. 2020;21: 395. doi: 10.1186/s12864-020-06787-5 32513207PMC7278070

[16] AurrecoecheaC, BrestelliJ, BrunkBP, DommerJ, FischerS, GajriaB, et al. PlasmoDB: a functional genomic database for malaria parasites. Nucleic Acids Res. 2009;37: D539–543. doi: 10.1093/nar/gkn814 18957442PMC2686598

[17] AdjalleySH, ChabbertCD, KlausB, PelechanoV, SteinmetzLM. Landscape and Dynamics of Transcription Initiation in the Malaria Parasite Plasmodium falciparum. Cell Reports. 2016;14: 2463–2475. doi: 10.1016/j.celrep.2016.02.025 26947071PMC4806524

[18] ShawPJ, PiriyapongsaJ, KaewprommalP, WongsombatC, ChaosrikulC, TeeravajanadetK, et al. Identifying transcript 5′ capped ends in *Plasmodium falciparum*. PeerJ. 2021;9: e11983. doi: 10.7717/peerj.11983 34527439PMC8401752

[19] SharonD, TilgnerH, GrubertF, SnyderM. A single-molecule long-read survey of the human transcriptome. Nat Biotechnol. 2013;31: 1009–1014. doi: 10.1038/nbt.2705 24108091PMC4075632

[20] GordonSP, TsengE, SalamovA, ZhangJ, MengX, ZhaoZ, et al. Widespread Polycistronic Transcripts in Fungi Revealed by Single-Molecule mRNA Sequencing. PLoS ONE. 2015;10: e0132628. doi: 10.1371/journal.pone.0132628 26177194PMC4503453

[21] YangM, ShangX, ZhouY, WangC, WeiG, TangJ, et al. Full-Length Transcriptome Analysis of Plasmodium falciparum by Single-Molecule Long-Read Sequencing. Front Cell Infect Microbiol. 2021;11: 631545. doi: 10.3389/fcimb.2021.631545 33708645PMC7942025

[22] LeeVV, JuddLM, JexAR, HoltKE, TonkinCJ, RalphSA. Direct Nanopore Sequencing of mRNA Reveals Landscape of Transcript Isoforms in Apicomplexan Parasites. mSystems. 2021;6: e01081–20. doi: 10.1128/mSystems.01081-20 33688018PMC8561664

[23] ShawPJ, PonmeeN, KaroonuthaisiriN, KamchonwongpaisanS, YuthavongY. Characterization of human malaria parasite Plasmodium falciparum eIF4E homologue and mRNA 5′ cap status. Molecular and Biochemical Parasitology. 2007;155: 146–155. doi: 10.1016/j.molbiopara.2007.07.003 17692399

[24] GueglerK, TanR, RoseMJ. Nucleic acid encoding a fusion protein comprising an EIF-4E domain and an EIF-4G domain joined by a linker domain. 2004. United States Patent 6,703,239. 2004 March 9.

[25] EppC, LiF, HowittCA, ChookajornT, DeitschKW. Chromatin associated sense and antisense noncoding RNAs are transcribed from the var gene family of virulence genes of the malaria parasite Plasmodium falciparum. RNA. 2008;15: 116–127. doi: 10.1261/rna.1080109 19037012PMC2612763

[26] HardwickSA, ChenWY, WongT, DevesonIW, BlackburnJ, AndersenSB, et al. Spliced synthetic genes as internal controls in RNA sequencing experiments. Nat Methods. 2016;13: 792–798. doi: 10.1038/nmeth.3958 27502218

[27] KuoRI, ChengY, ZhangR, BrownJWS, SmithJ, ArchibaldAL, et al. Illuminating the dark side of the human transcriptome with long read transcript sequencing. BMC Genomics. 2020;21: 751. doi: 10.1186/s12864-020-07123-7 33126848PMC7596999

[28] KovakaS, ZiminAV, PerteaGM, RazaghiR, SalzbergSL, PerteaM. Transcriptome assembly from long-read RNA-seq alignments with StringTie2. Genome Biol. 2019;20: 278. doi: 10.1186/s13059-019-1910-1 31842956PMC6912988

[29] TangAD, SouletteCM, van BarenMJ, HartK, Hrabeta-RobinsonE, WuCJ, et al. Full-length transcript characterization of SF3B1 mutation in chronic lymphocytic leukemia reveals downregulation of retained introns. Nat Commun. 2020;11: 1438. doi: 10.1038/s41467-020-15171-6 32188845PMC7080807

[30] PerteaG, PerteaM. GFF Utilities: GffRead and GffCompare. F1000Res. 2020;9: 304. doi: 10.12688/f1000research.23297.2 32489650PMC7222033

[31] ConwayJR, LexA, GehlenborgN. UpSetR: an R package for the visualization of intersecting sets and their properties. Bioinformatics. 2017;33: 2938–2940. doi: 10.1093/bioinformatics/btx364 28645171PMC5870712

[32] BártfaiR, HoeijmakersWAM, Salcedo-AmayaAM, SmitsAH, Janssen-MegensE, KaanA, et al. H2A.Z Demarcates Intergenic Regions of the Plasmodium falciparum Epigenome That Are Dynamically Marked by H3K9ac and H3K4me3. PLoS Pathogens. 2010;6: e1001223. doi: 10.1371/journal.ppat.1001223 21187892PMC3002978

[33] TrotmanJB, SchoenbergDR. A recap of RNA recapping. WIREs RNA. 2019;10: e1504. doi: 10.1002/wrna.1504 30252202PMC6294674

[34] BalázsZ, TombáczD, CsabaiZ, MoldovánN, SnyderM, BoldogkőiZ. Template-switching artifacts resemble alternative polyadenylation. BMC Genomics. 2019;20: 824. doi: 10.1186/s12864-019-6199-7 31703623PMC6839120

[35] TardaguilaM, de la FuenteL, MartiC, PereiraC, Pardo-PalaciosFJ, del RiscoH, et al. SQANTI: extensive characterization of long-read transcript sequences for quality control in full-length transcriptome identification and quantification. Genome Research. 2018;28: 396–411. doi: 10.1101/gr.222976.117 29440222PMC5848618

[36] WuX, BartelDP. kpLogo: positional k-mer analysis reveals hidden specificity in biological sequences. Nucleic Acids Research. 2017;45: W534–W538. doi: 10.1093/nar/gkx323 28460012PMC5570168

[37] ReidAJ, TalmanAM, BennettHM, GomesAR, SandersMJ, IllingworthCJR, et al. Single-cell RNA-seq reveals hidden transcriptional variation in malaria parasites. eLife. 2018;7: e33105. doi: 10.7554/eLife.33105 29580379PMC5871331

[38] ThorvaldsdóttirH, RobinsonJT, MesirovJP. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Briefings in Bioinformatics. 2013;14: 178–192. doi: 10.1093/bib/bbs017 22517427PMC3603213

[39] SamandiS, RoyAV, DelcourtV, LucierJ-F, GagnonJ, BeaudoinMC, et al. Deep transcriptome annotation enables the discovery and functional characterization of cryptic small proteins. eLife. 2017;6: e27860. doi: 10.7554/eLife.27860 29083303PMC5703645

[40] NCBI Resource Coordinators, AgarwalaR, BarrettT, BeckJ, BensonDA, BollinC, et al. Database resources of the National Center for Biotechnology Information. Nucleic Acids Research. 2018;46: D8–D13. doi: 10.1093/nar/gkx1095 29140470PMC5753372

[41] CantalapiedraCP, Hernández-PlazaA, LetunicI, BorkP, Huerta-CepasJ. eggNOG-mapper v2: Functional Annotation, Orthology Assignments, and Domain Prediction at the Metagenomic Scale. Molecular Biology and Evolution. 2021;38: 5825–5829. doi: 10.1093/molbev/msab293 34597405PMC8662613

[42] IngoliaNT, GhaemmaghamiS, NewmanJRS, WeissmanJS. Genome-Wide Analysis in Vivo of Translation with Nucleotide Resolution Using Ribosome Profiling. Science. 2009;324: 218–223. doi: 10.1126/science.1168978 19213877PMC2746483

[43] GuttmanM, RussellP, IngoliaNT, WeissmanJS, LanderES. Ribosome Profiling Provides Evidence that Large Noncoding RNAs Do Not Encode Proteins. Cell. 2013;154: 240–251. doi: 10.1016/j.cell.2013.06.009 23810193PMC3756563

[44] KuoRI, TsengE, EoryL, PatonIR, ArchibaldAL, BurtDW. Normalized long read RNA sequencing in chicken reveals transcriptome complexity similar to human. BMC Genomics. 2017;18: 323. doi: 10.1186/s12864-017-3691-9 28438136PMC5404281

[45] Macedo-SilvaT, AraujoRBD, WunderlichG. The pseudogene SURFIN 4.1 is vital for merozoite formation in blood stage *P*. *falciparum*. BioRxiv [Preprint]. Posted 2019 27 Feb. Available from: https://www.biorxiv.org/content/10.1101/562124v1.

[46] ReyesA, HuberW. Alternative start and termination sites of transcription drive most transcript isoform differences across human tissues. Nucleic Acids Research. 2018;46: 582–592. doi: 10.1093/nar/gkx1165 29202200PMC5778607

[47] PetterM, SelvarajahSA, LeeCC, ChinWH, GuptaAP, BozdechZ, et al. H2A.Z and H2B.Z double-variant nucleosomes define intergenic regions and dynamically occupy *var* gene promoters in the malaria parasite *Plasmodium falciparum*: Dynamic occupation of *var* promoters by H2B.Z/H2A.Z. Molecular Microbiology. 2013;87: 1167–1182. doi: 10.1111/mmi.12154 23373537

[48] JoazeiroCAP. Ribosomal Stalling During Translation: Providing Substrates for Ribosome-Associated Protein Quality Control. Annual Review of Cell and Developmental Biology. 2017;33: 343–368. doi: 10.1146/annurev-cellbio-111315-125249 28715909

[49] IbrahimF, MaragkakisM, AlexiouP, MourelatosZ. Ribothrypsis, a novel process of canonical mRNA decay, mediates ribosome-phased mRNA endonucleolysis. Nature Structural & Molecular Biology. 2018. doi: 10.1038/s41594-018-0042-8 29507394PMC5889319

[50] Pavlovic DjuranovicS, ErathJ, AndrewsRJ, BayguinovPO, ChungJJ, ChalkerDL, et al. Plasmodium falciparum translational machinery condones polyadenosine repeats. eLife. 2020;9: e57799. doi: 10.7554/eLife.57799 32469313PMC7295572

[51] NeveJ, PatelR, WangZ, LoueyA, FurgerAM. Cleavage and polyadenylation: Ending the message expands gene regulation. RNA Biology. 2017;14: 865–890. doi: 10.1080/15476286.2017.1306171 28453393PMC5546720

[52] StevensAT, HoweDK, HuntAG. Characterization of mRNA polyadenylation in the apicomplexa. PLoS ONE. 2018;13: e0203317. doi: 10.1371/journal.pone.0203317 30161237PMC6117058

[53] VasudevanS, PeltzSW, WiluszCJ. Non-stop decay? a new mRNA surveillance pathway. Bioessays. 2002;24: 785–788. doi: 10.1002/bies.10153 12210514

[54] McHughE, BullochMS, BatinovicS, SarnaDK, RalphSA. A divergent nonsense-mediated decay machinery in *Plasmodium falciparum* is inefficient and non-essential. BioRxiv [Preprint]. Posted 2021 Apr 14. Available from: https://www.biorxiv.org/content/10.1101/2021.04.14.439394v1.10.1128/msphere.00233-23PMC1044949237366629

[55] ChanS, Ch’ngJ-H, WahlgrenM, ThutkawkorapinJ. Frequent GU wobble pairings reduce translation efficiency in Plasmodium falciparum. Sci Rep. 2017;7: 723. doi: 10.1038/s41598-017-00801-9 28389662PMC5429705

[56] MonteuuisG, WongJJL, BaileyCG, SchmitzU, RaskoJEJ. The changing paradigm of intron retention: regulation, ramifications and recipes. Nucleic Acids Research. 2019; gkz1068. doi: 10.1093/nar/gkz1068 31724706PMC7145568

[57] EsharS, AllemandE, SebagA, GlaserF, MuchardtC, Mandel-GutfreundY, et al. A novel Plasmodium falciparum SR protein is an alternative splicing factor required for the parasites’ proliferation in human erythrocytes. Nucleic Acids Research. 2012;40: 9903–9916. doi: 10.1093/nar/gks735 22885299PMC3479193

[58] DixitA, SinghPK, SharmaGP, MalhotraP, SharmaP. PfSRPK1, a Novel Splicing-related Kinase from Plasmodium falciparum. Journal of Biological Chemistry. 2010;285: 38315–38323. doi: 10.1074/jbc.M110.119255 20870716PMC2992265

[59] EsharS, AltenhofenL, RabnerA, RossP, FastmanY, Mandel-GutfreundY, et al. PfSR1 controls alternative splicing and steady-state RNA levels in *Plasmodium falciparum* through preferential recognition of specific RNA motifs: Regulatory elements of the PfSR1 protein from *P*. *falciparum*. Molecular Microbiology. 2015;96: 1283–1297. doi: 10.1111/mmi.13007 25807998

[60] WongsombatC, AroonsriA, KamchonwongpaisanS, MorganHP, WalkinshawMD, YuthavongY, et al. Molecular characterization of Plasmodium falciparum Bruno/CELF RNA binding proteins. Molecular and Biochemical Parasitology. 2014;198: 1–10. doi: 10.1016/j.molbiopara.2014.10.005 25447287

[61] SopkoR, AndrewsB. Small open reading frames: Not so small anymore. Genome Res. 2006;16: 314–315. doi: 10.1101/gr.4976706 16510897

[62] KaurC, KumarM, PatankarS. Messenger RNAs with large numbers of upstream open reading frames are translated *via* leaky scanning and reinitiation in the asexual stages of *Plasmodium falciparum*. Parasitology. 2020;147: 1100–1113. doi: 10.1017/S0031182020000840 32450933PMC10317768

[63] KaurC, PatankarS. The role of upstream open reading frames in translation regulation in the apicomplexan parasites *Plasmodium falciparum* and *Toxoplasma gondii*. Parasitology. 2021;148: 1277–1287. doi: 10.1017/S0031182021000937 34099078PMC8383288

[64] GarciaVE, DialR, DeRisiJL. Functional characterization of 5′ UTR cis-acting sequence elements that modulate translational efficiency in Plasmodium falciparum and humans. Malaria Journal. 2022;21: 15. doi: 10.1186/s12936-021-04024-2 34991611PMC8739713

[65] FothBJ, ZhangN, ChaalBK, SzeSK, PreiserPR, BozdechZ. Quantitative time-course profiling of parasite and host cell proteins in the human malaria parasite Plasmodium falciparum. Mol Cell Proteomics. 2011;10: M110.006411. doi: 10.1074/mcp.M110.006411 21558492PMC3149090

[66] ChanS, FraschA, MandavaCS, Ch’ngJ-H, Quintana M delP, VesterlundM, et al. Regulation of PfEMP1–VAR2CSA translation by a Plasmodium translation-enhancing factor. Nat Microbiol. 2017;2: 17068. doi: 10.1038/nmicrobiol.2017.68 28481333

[67] KyesS. Stage-specific merozoite surface protein 2 antisense transcripts in Plasmodium falciparum. Molecular and Biochemical Parasitology. 2002;123: 79–83. doi: 10.1016/s0166-6851(02)00135-4 12165392

[68] FilarskyM, FraschkaSA, NiederwieserI, BrancucciNMB, CarringtonE, CarrióE, et al. GDV1 induces sexual commitment of malaria parasites by antagonizing HP1-dependent gene silencing. Science. 2018;359: 1259–1263. doi: 10.1126/science.aan6042 29590075PMC6219702

[69] JingQ, CaoL, ZhangL, ChengX, GilbertN, DaiX, et al. Plasmodium falciparum var Gene Is Activated by Its Antisense Long Noncoding RNA. Front Microbiol. 2018;9: 3117. doi: 10.3389/fmicb.2018.03117 30619191PMC6305453

[70] AlvarezDR, OspinaA, BarwellT, ZhengB, DeyA, LiC, et al. The RNA structurome in the asexual blood stages of malaria pathogen *Plasmodium falciparum*. RNA Biology. 2021;18: 2480–2497. doi: 10.1080/15476286.2021.1926747 33960872PMC8632117

[71] ShockJL, FischerKF, DeRisiJL. Whole-genome analysis of mRNA decay in Plasmodium falciparum reveals a global lengthening of mRNA half-life during the intra-erythrocytic development cycle. Genome Biology. 2007;8: R134. doi: 10.1186/gb-2007-8-7-r134 17612404PMC2323219

[72] PainterHJ, CarrasquillaM, LlinásM. Capturing in vivo RNA transcriptional dynamics from the malaria parasite *Plasmodium falciparum*. Genome Research. 2017;27: 1074–1086. doi: 10.1101/gr.217356.116 28416533PMC5453321

[73] BroadbentKM, ParkD, WolfAR, Van TyneD, SimsJS, RibackeU, et al. A global transcriptional analysis of Plasmodium falciparum malaria reveals a novel family of telomere-associated lncRNAs. Genome Biology. 2011;12: R56. doi: 10.1186/gb-2011-12-6-r56 21689454PMC3218844

[74] StatelloL, GuoC-J, ChenL-L, HuarteM. Gene regulation by long non-coding RNAs and its biological functions. Nat Rev Mol Cell Biol. 2021;22: 96–118. doi: 10.1038/s41580-020-00315-9 33353982PMC7754182

[75] HuY, FangL, ChenX, ZhongJF, LiM, WangK. LIQA: long-read isoform quantification and analysis. Genome Biol. 2021;22: 182. doi: 10.1186/s13059-021-02399-8 34140043PMC8212471

[76] Camacho LondoñoJ, PhilippSE. A reliable method for quantification of splice variants using RT-qPCR. BMC Molecular Biol. 2016;17: 8. doi: 10.1186/s12867-016-0060-1 26979160PMC4793508

[77] LeeS, LiuB, LeeS, HuangS-X, ShenB, QianS-B. Global mapping of translation initiation sites in mammalian cells at single-nucleotide resolution. Proceedings of the National Academy of Sciences. 2012;109: E2424–E2432. doi: 10.1073/pnas.1207846109 22927429PMC3443142

[78] FournierCT, ChernyJJ, TruncaliK, Robbins-PiankaA, LinMS, KrizancD, et al. Amino Termini of Many Yeast Proteins Map to Downstream Start Codons. Journal of Proteome Research. 2012;11: 5712–5719. doi: 10.1021/pr300538f 23140384PMC3519384

[79] RajA, WangSH, ShimH, HarpakA, LiYI, EngelmannB, et al. Thousands of novel translated open reading frames in humans inferred by ribosome footprint profiling. eLife. 2016;5: e13328. doi: 10.7554/eLife.13328 27232982PMC4940163

[80] WittayacomK, UthaipibullC, KumpornsinK, TinikulR, KochakarnT, SongprakhonP, et al. A nuclear targeting system in Plasmodium falciparum. Malaria Journal. 2010;9: 126. doi: 10.1186/1475-2875-9-126 20470378PMC2887881

[81] LambrosC, VanderbergJP. Synchronization of Plasmodium falciparum erythrocytic stages in culture. Journal of Parasitology. 1979;65: 418–420. doi: 10.2307/3280287 383936

[82] WongsombatC, YingchutrakulY, SuwanakittiN, LeetanasaksakulK, RoytrakulS, ShawPJ, et al. Identification of mRNA 5′ cap-associated proteins in the human malaria parasite Plasmodium falciparum. Molecular and Biochemical Parasitology. 2022;247: 111443. doi: 10.1016/j.molbiopara.2021.111443 34890716

[83] CartolanoM, HuettelB, HartwigB, ReinhardtR, SchneebergerK. cDNA Library Enrichment of Full Length Transcripts for SMRT Long Read Sequencing. PLoS ONE. 2016;11: e0157779. doi: 10.1371/journal.pone.0157779 27327613PMC4915659

[84] LiH. Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics. 2018;34: 3094–3100. doi: 10.1093/bioinformatics/bty191 29750242PMC6137996

[85] MartinM. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet j. 2011;17: 10. doi: 10.14806/ej.17.1.200

[86] SahlinK, MedvedevP. Error correction enables use of Oxford Nanopore technology for reference-free transcriptome analysis. Nat Commun. 2021;12: 2. doi: 10.1038/s41467-020-20340-8 33397972PMC7782715

[87] ChenS, ZhouY, ChenY, GuJ. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics. 2018;34: i884–i890. doi: 10.1093/bioinformatics/bty560 30423086PMC6129281

[88] KimD, PaggiJM, ParkC, BennettC, SalzbergSL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37: 907–915. doi: 10.1038/s41587-019-0201-4 31375807PMC7605509

[89] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30: 923–930. doi: 10.1093/bioinformatics/btt656 24227677

[90] GuZ, EilsR, SchlesnerM. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics. 2016;32: 2847–2849. doi: 10.1093/bioinformatics/btw313 27207943

[91] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009;25: 2078–2079. doi: 10.1093/bioinformatics/btp352 19505943PMC2723002

[92] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26: 841–842. doi: 10.1093/bioinformatics/btq033 20110278PMC2832824

[93] KentWJ, ZweigAS, BarberG, HinrichsAS, KarolchikD. BigWig and BigBed: enabling browsing of large distributed datasets. Bioinformatics. 2010;26: 2204–2207. doi: 10.1093/bioinformatics/btq351 20639541PMC2922891

[94] HaberleV, ForrestARR, HayashizakiY, CarninciP, LenhardB. CAGEr: precise TSS data retrieval and high-resolution promoterome mining for integrative analyses. Nucleic Acids Research. 2015;43: e51–e51. doi: 10.1093/nar/gkv054 25653163PMC4417143

[95] R Core Team. 2017. R Foundation for Statistical Computing, Vienna, Austria. R: a language and environment for statistical computing. 2017. Available from: https://www.R- project.org/.

[96] WickhamH. Ggplot2: elegant graphics for data analysis. New York: Springer; 2009.

[97] ShiauC-K, HuangJ-H, TsaiH-K. CATANA: a tool for generating comprehensive annotations of alternative transcript events. Bioinformatics. 2019;35: 1414–1415. doi: 10.1093/bioinformatics/bty795 30202999

[98] ShenW, LeS, LiY, HuF. SeqKit: A Cross-Platform and Ultrafast Toolkit for FASTA/Q File Manipulation. PLoS ONE. 2016;11: e0163962. doi: 10.1371/journal.pone.0163962 27706213PMC5051824

[99] HubertM, RousseeuwPJ, Van den BosscheW. MacroPCA: An All-in-One PCA Method Allowing for Missing Values as Well as Cellwise and Rowwise Outliers. Technometrics. 2019;61: 459–473. doi: 10.1080/00401706.2018.1562989

[100] SpurekP, KamienieckiK, TaborJ, MisztalK, ŚmiejaM. R Package CEC. Neurocomputing. 2017;237: 410–413. doi: 10.1016/j.neucom.2016.08.118

[101] HaberleV. seqPattern: Visualising oligonucleotide patterns and motif occurrences across a set of sorted sequences. R package version 1.22.0. 2020. Available from: https://bioconductor.org/packages/seqPattern/.

[102] SinghU, WurteleES. orfipy: a fast and flexible tool for extracting ORFs. Bioinformatics. 2021;37: 3019–3020. doi: 10.1093/bioinformatics/btab090 33576786PMC8479652

[103] OstrovskyA, Hillman‐JacksonJ, BouvierD, ClementsD, AfganE, BlankenbergD, et al. Using Galaxy to Perform Large‐Scale Interactive Data Analyses—An Update. Current Protocols. 2021;1. doi: 10.1002/cpz1.31 33583104

[104] GALAXY. Finding variants in haploid genomes. Available from: https://galaxyproject.org/tutorials/var-hap/; Last accessed 4/8/2022).

[105] KopylovaE, NoéL, TouzetH. SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. Bioinformatics. 2012;28: 3211–3217. doi: 10.1093/bioinformatics/bts611 23071270

# Supplementary material for: Transcriptomic complexity of the human malaria parasite Plasmodium falciparum revealed by long-read sequencing
**Source:** PLoS One. 2022 Nov 4;17(11):e0276956. doi: 10.1371/journal.pone.0276956
**Supplement:** S1 Text

How the deposited data were processed for this re-analysis (not part of the article)

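Cap-enriched RNA of *P*. *falciparum* 3D7 was sequenced from 7 libraries, 6 with PacBio (total and nuclear RNA of ring, trophozoite and schizont stages, 1 library each) and 1 with Nanopore (total RNA of mixed stages). An eighth sample of the series, cytoplasmic RNA of trophozoites and schizonts, was not used here. The authors processed PacBio data with Iso-Seq 3 into hq and lq sequences, mapped them and the Nanopore reads to the 3D7 genome with minimap2, and clustered them with TAMA collapse at low stringency. The deposited values are the chromosome, strand and exon coordinates of candidate isoforms in 13 datasets, with no read count, expression value or normalization. The number of candidates in each was checked against S1 Table. As the reads behind a candidate are not known, precision is given only for shares of isoforms or positions, as 95% Wilson confidence intervals, and these cover counting error only.

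Candidates of the 7 libraries, with hq and lq sequences of a library pooled, were merged with the tolerances of the paper (20 bp at splice sites, 300 bp at either end) and kept when longer than 200 bp and found in 2 or more libraries. The paper's filters on capped 5′ ends and canonical junctions were not applied, and data of previous studies were not used here. Merging and the tests were checked on simulated data, where 100% of 2400 simulated isoforms and 400 retained introns were recovered. With a true odds ratio of 1, the mean estimate was 1.01 and 3.50% of tests passed the threshold of 0.05, and with a true odds ratio of 2 the mean was 2.01 and 100% passed. The simulated isoforms lay at separate places, with ends moved by less than the tolerance, so recovery under overlap or truncation was not tested. Those of the odds ratios were independent, unlike real isoforms of 1 gene, so the error rate need not hold for the real data.

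Genes were taken from a table of 5615 genes with the span of their coding sequence, with transcript suffixes removed from their identifiers. Of the coding spans of reference transcripts in S1 Dataset, 540 of 581 equal those of the table, and of those in S2 Table 328 of 344. A strand was taken from the supplementary tables, or else from the candidates, for 5115 genes in all. The settings of the strand rule were chosen after several combinations had been compared with known strands, and the intron definition after several had been compared with annotated introns of chromosomes 1 to 3, of which 739 of 1015 (72.8%) were found. Retained introns needed 10 bp of exon on either side and introns of at least 34 bp. Isoforms were called antisense when they overlap a coding span on the opposite strand and none on their own.

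Categories were compared by one-tailed Fisher's exact tests with Holm-Bonferroni adjustment over 4 categories, exclusively nuclear isoforms against those found in total RNA and isoforms of 1 stage against those of 2 or 3 stages, as in the methods of the paper. The stage comparison was first run against all other isoforms, which is given as an alternative. Shares per library were compared between 3 nuclear and 3 total RNA libraries by two-sided exact permutation tests, which cannot give a P below 0.1. Intron lengths were compared by a two-sided Kolmogorov-Smirnov test and a permutation test with 100000 permutations. Fraction and culture cannot be told apart, since nuclei came from separate cultures.

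Alternatives covered the number of libraries required, merging of ends within 100 bp, omission of the lq sequences, omission of the Nanopore library and of each PacBio library in turn, libraries thinned to the smallest in 100 draws, comparisons within a stage or within total RNA, ends over 300 bp apart, and 50 bp of exon beside retained introns. For merged isoforms and gene sets, omission of the lq sequences left PacBio hq sequences and the Nanopore library, which is called hq sequences below. For the nuclear comparison, all 20 choices of 3 of the 6 PacBio libraries were also tested. Items were named by a rule set beforehand: genes that the paper names with an identifier, and the 3 retained introns, antisense isoforms, intergenic isoforms and gene pairs found in the most libraries, with ties broken by the number of candidates. Genes named in the paper without an identifier at hand were left out. Genome sequence, histone H2A.Z, CAGE, short-read and ribosome profiling data were not used here, and base composition, percent GC, codons, motifs and altORFs were not analysed here. The software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9.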

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

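The comparison of the apicoplast with the mitochondrion and that of retention over pairs of a candidate and an intron were chosen only after the result was seen. With 1 library for each stage and fraction, whether nuclear minus total differs between stages was not tested, and nuclear and total RNA came from separate cultures, which leaves a difference between cultures open throughout.

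The share of candidates that retain an intron changed in opposite directions between fractions at different stages. Nuclear minus total was -4.22 percentage points in rings, -3.85 in trophozoites and 6.59 in schizonts, each beyond counting error. Candidates differ in how many introns they span, with means of 2.44 in nuclear and 3.02 in total RNA of rings, 2.47 and 3.00 in trophozoites, and 3.16 and 2.84 in schizonts. Counted over pairs of a candidate and an intron, the difference was above 0 at 3 of 3 stages, the lowest being 0.783 in trophozoites, whose interval overlaps that of total RNA. Counted over introns, each once per library, it was -22.2 in rings, -13.1 in trophozoites and 0.400 in schizonts, where a library with fewer candidates has fewer chances to retain an intron. A candidate explanation for the opposite signs by candidate is the number of introns spanned. Of nuclear candidates that retain an intron and span 2 or more, 77.3% splice another one, so genomic DNA is not the source of most of them. The share was higher in PacBio total RNA, at 84.6%, and at each stage (67.5% in nuclear and 84.3% in total RNA of rings, 80.6% and 85.1% in trophozoites, 77.5% and 84.4% in schizonts), but lower in the Nanopore library of total RNA, at 72.0%. Among PacBio libraries, retaining candidates that splice none of their introns are thus relatively more frequent in nuclear RNA. Of single-exon candidates over an intron, only 12.4% in nuclear and 15.7% in total RNA lay on the opposite strand (10.6% and 14.1% in rings, 13.7% and 14.9% in trophozoites, 12.0% and 17.9% in schizonts). If genomic DNA would lie on both strands alike, this argues against it as the source of these candidates as a whole. Whether priming at adenine-rich sequence would favour 1 strand of such DNA was not tested. What sets the number of introns spanned apart in schizonts, and whether nuclei hold more unspliced RNA, stays open.

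The share of 5′ ends inside coding spans also changed in opposite directions. Nuclear minus total was 2.22 percentage points in rings, 12.6 in trophozoites and -10.8 in schizonts. Candidate length differs between the libraries, but within length classes of 250 bp the differences were 7.91, 15.6 and -9.54, so length alone is argued against as the cause. Breakage of RNA that differed between preparations, a difference between cultures and a biological difference between stages stay open and were not tested.

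The share of 3′ ends inside coding spans, nuclear minus total, was 17.5 percentage points in rings, 0.262 in trophozoites and -4.41 in schizonts, where the trophozoite intervals overlap. Within length classes the differences were 19.9, 0.991 and -6.14, so length is argued against here too. Priming inside transcripts at adenine-rich sequence was not tested, since genome sequence was not used here, and a difference between cultures or stages stays open.

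The text of the paper does not mention the apicoplast. Candidates of the apicoplast genome made up 1.12% of the candidates of ring nuclear RNA (118), 0.108% in trophozoite nuclear RNA (29) and 0.479% in schizont nuclear RNA (107). In total RNA they made up 0.0373%, 0.0319% and 0.0298%. Of 251 overlapping apicoplast candidates in nuclear libraries, only 1.59% lay on the minority strand of their place. This argues against apicoplast DNA if such DNA would lie on both strands alike, which was not tested. Organelles carried along with nuclei in general are argued against in rings and schizonts as the whole cause, since the nuclear excess of the apicoplast was 7.81 times that of the mitochondrion in rings (interval 3.70 to 16.5) and 20.7 times in schizonts (8.76 to 48.8). The mitochondrial share itself in nuclear RNA was 3.85 times that in total RNA in rings (2.22 to 6.67), so organelles carried along may account for part of the ring value. In schizonts it was 0.777 times that in total RNA (0.394 to 1.53). In trophozoites the excess of the apicoplast over that of the mitochondrion was 1.43, with an interval from 0.612 to 3.35, and the organelles cannot be told apart at this number of candidates. Apicoplasts that stay attached to nuclei during lysis, a difference between cultures and a biological association were not tested.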

How the results depend on the processing

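The alternatives chosen only after values were seen were the retention share over pairs of a candidate and an intron, introns inside coding spans, introns of 3 or more libraries, introns that most candidates splice, gene strands from the supplementary tables alone, and antisense isoforms without mirrored ones or without those overlapping an isoform of a gene on their strand. The comparison of each stage with all other isoforms was run first and replaced by that of the paper's methods. The strand rule and the intron definition were settled on the data. All other settings were set before the data were examined. Over the main results, counts included, these left a result the same 280 times. This meant the same direction and, where tested, side of the threshold, or a count within 1.5 times. For shares it meant a value within counting error, and for mean length one within the SD of the library means. A direction was reversed 51 times, a value was no longer past the threshold 28 times and newly past it 8 times, and a count or share moved 56 times. Where a value changed, the cause was not tested, except that fewer libraries or sequences give fewer isoforms. Filters on canonical junctions and on adenine-rich 3′ ends, and alternatives for percent GC, codons, 6-mers and altORFs, were not run, since genome sequence was not used here. The reads behind a candidate are not known, so no alternative could filter on them.

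Counts and shares. With isoforms of 1 library included, the kept isoforms were 93511, antisense isoforms 6220, gene-spanning isoforms 709, retained introns 5975 and other introns 2449. With 3 or more libraries required they were 23088, 591, 99 and, for retained introns, 1543. With hq sequences, where lq ones were left out and the Nanopore library was kept, they were 12222, 286, 50 and 1032, and 60 gene sets of S7 Table had a spanning candidate. Unique 5′ ends, unique 3′ ends and isoforms in PacBio data numbered 89603, 73727 and 78420 with 1 or more libraries, 22669, 18797 and 23088 with 3 or more, and 12110, 10882 and 12222 with hq sequences. Antisense isoforms numbered 539 with strands from the supplementary tables alone and 672 without mirrored isoforms. Every count stayed within 1.5 times its main value with each PacBio library left out, except those of single named genes.

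The ATSS share was 53.1% with 1 or more libraries, 63.0% with 3 or more, 68.0% with ends merged within 100 bp and 51.2% with events over 300 bp apart. The ATTS share was 25.9% with 1 or more libraries, with ends merged within 100 bp 24.0%, with hq sequences 27.3% and with events over 300 bp apart 31.5%. The RI share was 5.61% with ends merged within 100 bp, 9.39% with hq sequences, 6.62% without the Nanopore library, 12.2% with events over 300 bp apart, 6.59% with 50 bp of exon on either side and 4.96% with introns that most candidates splice. The share of 5′ ends inside coding spans was 45.9% with 1 or more libraries, 46.3% with 3 or more, 46.0% with ends merged within 100 bp, 40.0% with hq sequences, 47.6% with each isoform counted and 40.2% among Nanopore candidates. With each PacBio library left out, ATSS lay between 61.4% and 62.7%, ATTS between 27.8% and 28.9%, RI between 6.64% and 7.34%, and 5′ ends inside coding spans between 46.9% and 49.0%. The mean isoform length ranged from 1950.1 to 2140.2 bp over the alternatives run.

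The mean length of retained minus other introns was -25.2 bp with 1 or more libraries and -3.65 bp with introns that most candidates splice. In the other alternatives and with each library left out, retained introns were longer. The retention share, nuclear minus total, which is below 0 with all sequences, was 0.341 percentage points with hq candidates and 2.58 over pairs of a candidate and an intron, but -2.56 with introns that most candidates splice, and -11.7 over introns counted once per library, where fewer candidates give fewer chances of retention. With each library left out it lay between -3.66 (without schizont nuclear RNA) and 1.19 (without ring nuclear RNA), and it was 0.993 without trophozoite nuclear RNA. The antisense share of schizont minus ring total RNA was 0.721 percentage points with hq candidates and 0.750 with strands from the supplementary tables alone. Antisense shares, nuclear minus total, stayed below 0 in all alternatives, between -1.49 and -1.005. They also did so with each library left out, between -1.79 and -0.775.

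Exclusively nuclear isoforms. The odds ratio of a retained intron was 0.895 with 3 or more libraries, 1.02 with ends within 100 bp and 1.10 with hq sequences. It was 0.821 without the Nanopore library, 0.954 with libraries thinned, 0.614 within rings and 0.754 within trophozoites. None of these passed the threshold. The odds ratio passed with 1 or more libraries, at 1.055, within schizonts, at 1.81, and with introns that most candidates splice, at 1.33. For single-exon isoforms with a retained intron it was 0.919 with 1 or more and 1.05 with 3 or more libraries, and 1.28 with hq sequences. It was 0.817 without Nanopore, 1.17 thinned, 0.848 within rings and 0.884 within trophozoites. None of these passed the threshold. It passed within schizonts, at 1.84, with ends within 100 bp, at 1.33, and with introns that most candidates splice, at 1.74. For “novel_in_catalog” it was 0.839 and 0.915 with 1 or more and 3 or more libraries, 0.711 without Nanopore, 0.949 thinned, 0.587 within rings and 0.740 within trophozoites, but passed the threshold within schizonts, at 1.78, and with introns that most candidates splice, at 1.28. The antisense odds ratio was 1.09 without mirrored isoforms and below 1 in the other alternatives. With each PacBio library left out, the odds ratio of a retained intron lay between 0.787 (without schizont nuclear RNA) and 1.42 (without trophozoite nuclear RNA), and was 1.05 and not past the threshold without schizont total RNA. That of single-exon isoforms with one lay between 1.10 and 1.73, and that of “novel_in_catalog” between 0.820 and 1.36, the lowest each without schizont nuclear RNA. “novel_in_catalog” also passed without ring total (1.12), ring nuclear (1.32) and trophozoite total RNA (1.14).

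Exclusively ring-stage isoforms. In the order of a retained intron, single-exon with a retained intron and “novel_in_catalog”, the odds ratios were 0.870, 1.196 and 0.889 with 3 or more libraries, 1.16, 1.09 and 1.17 with hq sequences, 0.857, 1.19 and 0.847 without the Nanopore library, and 0.963, 1.15 and 0.974 thinned. That of single-exon isoforms was 0.996 with 1 or more libraries. Against all other isoforms, a retained intron gave 1.12 and “novel_in_catalog” 1.17, not past the threshold. With each PacBio library left out, they lay from 0.786, 1.14 and 0.764 (each without ring total RNA) to 1.47, 1.77 and 1.59 (each without ring nuclear RNA). Without trophozoite nuclear and schizont total RNA, a retained intron gave 1.02 and 1.07 and “novel_in_catalog” 1.06 and 1.11, not past the threshold. The antisense odds ratio was 2.04 with 1 or more libraries, 2.73 without mirrored isoforms and 1.71 with strands from the supplementary tables alone, each past the threshold. It was 0.957 with ends within 100 bp, 0.217 with hq sequences, 0.9003 thinned and 1.01 among total RNA libraries. With libraries left out it lay between 0.715 (without ring total RNA) and 1.503 (without ring nuclear RNA), with 0.9504 without trophozoite nuclear RNA and 1.38, past the threshold, without schizont total RNA.

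Exclusively trophozoite-stage isoforms. In the same order, the odds ratios were 0.879, 1.13 and 0.857 with 3 or more libraries, 0.798, 0.694 and 0.795 with hq sequences, 0.699, 0.845 and 0.723 without the Nanopore library, and 0.979, 1.08 and 0.996 thinned. With ends within 100 bp, a retained intron gave 1.05 and “novel_in_catalog” 1.09, and with 1 or more libraries single-exon isoforms gave 0.958. With libraries left out, a retained intron lay between 1.10 (without schizont total RNA, past the threshold) and 1.64 (without trophozoite nuclear RNA), and “novel_in_catalog” between 1.12 and 1.67 without the same libraries. A retained intron did not pass without ring nuclear (1.11) or trophozoite total RNA (1.11), nor “novel_in_catalog” without trophozoite total RNA (1.18). The antisense odds ratio, below 1 with all libraries, was 2.01 with 1 or more libraries, 1.15 without the Nanopore library and 1.16 among total RNA libraries. It was 1.69 without mirrored isoforms and 1.07 with strands from the supplementary tables alone. It fell to 0.171 with 3 or more libraries, 0.387 with hq sequences and 0.734 with ends within 100 bp. With libraries left out it lay between 0.464 (without trophozoite total RNA) and 1.23 (without trophozoite nuclear RNA), with 1.17 without schizont total RNA.

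Exclusively schizont-stage isoforms. All odds ratios stayed past the threshold in the alternatives run and with each PacBio library left out, except that among total RNA libraries alone they were 1.09 for a retained intron, 1.09 for single-exon isoforms with one and 1.07 for “novel_in_catalog”. The antisense odds ratio passed in 11 of 11 alternatives, from 1.38 to 3.68.

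Among named genes, the single antisense isoform of HSP70 was lost without trophozoite nuclear or schizont nuclear RNA, that of mRPL2 without ring total or schizont total RNA, and 1 of 2 over AQP without trophozoite total or trophozoite nuclear RNA. With the lq sequences left out, 0 remained over HSP70, mRPL2 and SR1.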

Differences from the paper's values

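No test here was chosen to approach a value of the paper. The merged isoforms are a wider group than the paper's catalog, since isoforms that match annotated transcripts are included and no filter on capped ends or canonical junctions was applied, which is a limit of each comparison. Alternatives named without remark were set before the data were examined, and those chosen after seeing the values are marked as such. Values of figures were read by eye.

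The paper's catalog holds 12495 isoforms beyond the reference, against 40175 merged isoforms here. With the lq sequences left out, the 12222 isoforms of PacBio hq sequences and the Nanopore library lie within 1.5 times the paper's count, and the 10 other alternatives do not. The paper gives 10323 unique 5′ ends and 10753 unique 3′ ends, against 39438 and 32804 here, and 11325 isoforms with stage and nuclear information, against 40175 here. With the lq sequences left out these were 12110, 10882 and 12222, each within 1.5 times the paper's, and the 10 other alternatives of each were not.

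The paper's share of RI among events is 14%, against 6.92% here. With the lq sequences left out it was 9.39% and with ends over 300 bp apart 12.2%, both within 1.5 times the paper's, and the 11 other alternatives were not.

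The paper reports 491 antisense isoforms, against 1483 here. With 3 or more libraries required the count was 591, within 1.5 times, and the 10 other alternatives were not. Chosen after seeing the values, strands from the supplementary tables alone gave 539 and the omission of mirrored isoforms 672. How many of the paper's own antisense isoforms these drop was not determined.

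The share of 5′ ends inside coding spans is about 22% in Fig. 3E, read by eye, against 48.3% here. None of the 14 alternatives comes within 1.5 times. The lowest value of an alternative was 40.0%, with the lq sequences left out. Among isoforms found in 6 libraries the share was 32.8% and among those found in all 7 it was 17.1%, both within 1.5 times.

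For exclusively ring-stage isoforms, the odds ratio of single-exon isoforms with a retained intron is about 0.94 in Fig. 6B, read by eye, against 1.54 here. It came within 1.5 times in 9 of 13 alternatives: 1 or more libraries, 3 or more libraries, ends within 100 bp, no lq sequences, no Nanopore library, libraries thinned, and ring total, trophozoite nuclear or schizont total RNA left out. The odds ratio of antisense is about 2.3 in Fig. 6B, read by eye, against 1.22 here. Of 13 alternatives only 1 or more libraries, at 2.04, came within 1.5 times. Chosen after seeing the values, it was 2.73 without mirrored isoforms and 1.71 with strands from the supplementary tables alone.

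For exclusively trophozoite-stage isoforms, the odds ratio of antisense is about 1.5 in Fig. 6C, read by eye, against 0.990 here. It came within 1.5 times with 1 or more libraries (2.01), without the Nanopore library (1.15), without trophozoite nuclear RNA (1.23), without schizont total RNA (1.17) and among total RNA libraries (1.16), and not in the 8 other alternatives. Chosen after seeing the values, it was 1.69 without mirrored isoforms and 1.07 with strands from the supplementary tables alone.

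Some statements of the paper differ from the values here in direction or in what passes the test. The paper states that retained introns are skewed towards shorter length than spliced ones, with small differences in mean. Its means are 170.98 bp for retained and 171.21 bp for spliced introns. Here the mean of retained introns is 4.27 bp longer, which a permutation test did not separate from 0 (P = 0.282), and the median 5.00 bp longer, so a difference in direction is not established for the mean. In the paper's direction, 14.9% of retained and 10.8% of other introns are under 100 bp (chosen after seeing the values), but under 150 bp the shares are 48.5% and 51.6%. Retained introns were shorter on average with 1 or more libraries (-25.2 bp) and among introns that most candidates splice (-3.65 bp, chosen after seeing the values). They were longer in 8 of 10 alternatives, by 19.05 bp with the lq sequences left out, 10.97 bp with 3 or more libraries and 7.77 bp without the Nanopore library. The paper calls “novel_in_catalog” over-represented among exclusively nuclear isoforms, and here its odds ratio of 1.10 did not pass (adjusted P = 0.0825). It passed within schizonts (1.78), without ring total (1.12), ring nuclear (1.32), trophozoite total (1.14) or trophozoite nuclear RNA (1.36), and among introns that most candidates splice (1.28, chosen after seeing the values). The paper calls antisense over-represented at the ring stage, and here it did not pass (adjusted P = 0.0898), but it did with 1 or more libraries, without ring nuclear RNA (1.503), without schizont total RNA (1.38) and, chosen after seeing the values, without mirrored isoforms and with strands from the supplementary tables alone. The paper does not call retained introns, single-exon isoforms with one or “novel_in_catalog” over-represented at the ring stage, and here the 3 categories passed (odds ratios 1.195, 1.54 and 1.25). They did not pass with 3 or more libraries, no lq sequences, no Nanopore library, libraries thinned or ring total RNA left out, and a retained intron and “novel_in_catalog” also not without trophozoite nuclear or schizont total RNA or against all other isoforms, the comparison that was run first and replaced by that of the paper's methods after its values had been seen.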

Other observations

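The comparison of single-exon antisense isoforms with sense isoforms was chosen only after the result was seen, as was the odds ratio without mirrored isoforms. No replicates exist, so no biological explanation was separated from a difference between cultures or libraries.

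Exclusively nuclear isoforms more often retained an intron, with an odds ratio of 1.13. The nuclear libraries hold fewer candidates, and with every library thinned to the smallest the mean odds ratio was 0.954 (SD over draws 0.0609), with 1.17 for single-exon isoforms with one (33 of 100 draws past the threshold), so the number of candidates is a candidate explanation of the excess, less so for single-exon isoforms. Genomic DNA as the source of the excess of single-exon isoforms is argued against only if it would lie on both strands alike, which was not tested. Of single-exon candidates over an intron, 12.4% lay on the strand opposite to the intron in nuclear and 15.7% in total RNA. Chance cannot be excluded by 3 libraries of 6, for which 20 choices exist. A choice and its complement are both counted, as a one-tailed comparison of exclusive isoforms is not symmetric. The odds ratio of a retained intron was as high as the real 1.13 in 12 choices (highest other 1.80), that of single-exon isoforms with one as high as 1.40 in 9 (highest other 1.91), that of “novel_in_catalog” as high as 1.10 in 13 (highest other 1.82) and that of antisense as high as 0.633 in 20 (highest other 2.01). In the 10 choices with the schizont nuclear library, the odds ratio of a retained intron was above 1 in 10, from 1.13 to 1.80, and in the 10 without it in 6, from 0.792 to 1.23. Without the schizont nuclear library the odds ratio was 0.787, without the Nanopore library 0.821, and without the schizont total library 1.05 and not past the threshold. The schizont nuclear library may therefore carry much of the nuclear excess, and whether this is due to the stage, the culture or the library was not tested.

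The excess of retained introns among exclusively schizont-stage isoforms did not go with numbers of candidates, as it was 1.702 with every library thinned and passed the threshold in 100 of 100 draws. Which library carries it was not resolved. Among total RNA libraries alone the odds ratio was 1.09 and not past the threshold, below those of rings (1.40) and trophozoites (1.39). Without the schizont nuclear library it was 1.78 and past the threshold, but each exclusively schizont isoform must then also lie in the Nanopore library. That library had the highest share of candidates that retain an intron, at 44.4%. The 2 values thus rest on unlike sets of isoforms and cannot name the library. A biological change of splicing in schizonts and a difference between cultures stay open.

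Placement of sequences on the wrong strand was tested for antisense isoforms. Among 1450 multi-exon candidates with a junction at the coordinates of a more frequent junction of the opposite strand, 531 had a candidate with the same junctions on that strand in the same library. For 62.0% of these, both ends lay within 100 bp of it, against 7 of 531 after moving the ends. Of single-exon antisense isoforms, 46.1% had both ends within 100 bp of those of a sense isoform, against between 1.15% and 3.91% when moved by 500 or 1000 bp. Both values are consistent with part of the antisense isoforms being sense transcripts placed on the wrong strand. The isoforms recognised in this way do not account for the schizont excess of antisense isoforms, as its odds ratio was 3.68 without them. The odds ratios of rings and trophozoites rose too. Misplaced sequences with other ends were not removed. Multi-exon candidates with such a junction made up 2.22% in schizont total RNA, against 1.85% in rings and 1.73% in trophozoites. In nuclear RNA the shares were 1.38%, 0.509% and 1.59% in the same order. Misplacement as part of the excess is thus not excluded. Antisense transcription that follows the same ends and junctions as the sense transcript was not excluded.

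The 5′ ends inside coding spans could come from random truncation of the cDNA. Of 85026 such positions in PacBio data, 2.31% had a Nanopore 5′ end within 5 bp, against 1.91% and 2.02% when moved by 50 bp downstream or upstream, which argues against random truncation as the whole cause. Outside coding spans the share was 9.64%, against 5.23% and 5.02% when moved. As the excess inside coding spans is small, truncation may still account for most of these ends.

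Of 7944 candidates that retain a single one of their introns, 3145 retained the first and 2343 the last. The first made up 57.3% of these (95% Wilson confidence interval 56.0 to 58.6), which argues against no preference along the transcript, and the interval lay above 50% in 6 of 7 libraries, the exception being Nanopore (50.6%). A technical source, such as truncation that removes introns from one end, was not tested, so the preference is a hypothesis only.

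Values for named genes that belong at no result of the paper were as follows. MSP2 (PF3D7_0206800, chromosome 2, minus strand) has 127 sense and 18 antisense candidates, 12 of the latter in the Nanopore library. It has 3 antisense merged isoforms, 1 of which has both ends within 100 bp of those of a sense isoform. Without the Nanopore library, 1 antisense isoform over MSP2 was kept. SR1 (PF3D7_0517300, chromosome 5, minus strand) has 91 sense and 7 antisense candidates. Its antisense isoform, from 724436 to 726335, was found in 5 libraries, and its ends lie within 27 bp of those of a sense isoform.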
